# *klf2a* couples mechanotransduction and zebrafish valve morphogenesis through fibronectin synthesis

**DOI:** 10.1038/ncomms11646

**Published:** 2016-05-25

**Authors:** Emily Steed, Nathalie Faggianelli, Stéphane Roth, Caroline Ramspacher, Jean-Paul Concordet, Julien Vermot

## Abstract

The heartbeat and blood flow signal to endocardial cell progenitors through mechanosensitive proteins that modulate the genetic program controlling heart valve morphogenesis. To date, the mechanism by which mechanical forces coordinate tissue morphogenesis is poorly understood. Here we use high-resolution imaging to uncover the coordinated cell behaviours leading to heart valve formation. We find that heart valves originate from progenitors located in the ventricle and atrium that generate the valve leaflets through a coordinated set of endocardial tissue movements. Gene profiling analyses and live imaging reveal that this reorganization is dependent on extracellular matrix proteins, in particular on the expression of *fibronectin1b*. We show that blood flow and *klf2a*, a major endocardial flow-responsive gene, control these cell behaviours and *fibronectin1b* synthesis. Our results uncover a unique multicellular layering process leading to leaflet formation and demonstrate that endocardial mechanotransduction and valve morphogenesis are coupled via cellular rearrangements mediated by fibronectin synthesis.

## Abstract (web summary)

In the developing heart, blood flow transmits mechanical signals to progenitor cells that ultimately leads to valve formation. Here, the authors identify the origin of the valve progenitor cells and *fibronectin1b* as a transcriptional target of the mechanotransduced signals responsible for valve formation.

Tissue morphogenesis and organ formation depend upon the cooperative behaviour of groups of cells as well as the integration of chemical inputs generated in growing tissues. In addition, cells experience environmental mechanical stresses, such as pressure, strain and shear stress, due to tissue deformation and biological flows^1^,^2^, which subsequently participate in driving morphogenetic movements^1^,^3^,^4^,^5^. Due to the early initiation of heart contraction, the formation of the cardiovascular system is intricately linked to its function. Indeed, flow forces are necessary for cardiac ballooning, trabeculation and epicardium formation with flow forces being necessary for cardiac ballooning^6^, trabeculation^7^,^8^ and epicardium formation^9^. In both the lymphatic and cardiac systems, valves serve to maintain unidirectional fluid flow and, pertinently, depend on their respective flows to form^10^,^11^.

Congenital heart valve malformations constitute an important medical issue challenging our society. In recent years, it has become clear that most valve disease has its origin during embryogenesis, either as signs of abnormal developmental processes or the aberrant re-expression of fetal gene programs normally quiescent in adulthood^12^,^13^. These include mutations in genes encoding signalling factors (Notch1 and TGFβ)^14^ for the aortic valves, and actin-binding proteins (Filamin A)^15^ for the mitral valves. Diseased valves often also display defects in extracellular matrix (ECM) deposition^16^, which plays an essential function in valve architecture^17^,^18^. Interestingly, studies of lymphatic valve formation have shown that the ECM proteins fibronectin and laminin are deposited during the initial stages of valve development^11^,^19^, implicating ECM deposition in the earliest stages of the valve-forming process. The complex three-dimensional (3D) shape and constant motion of the heart, however, make imaging the morphogenetic events during cardiac valve development particularly challenging, although live imaging approaches are being continuously pioneered to observe endothelial cell behaviours in their mechanically active context^20^,^21^,^22^,^23^.

In the heart, the atrioventricular (AV) valve emanates from the endocardial wall and is composed of endocardial cells (EdCs) and ECM components^12^. While blood flow has a broad influence on the shape and growth of EdCs^6^, the oscillatory flow profile specific to the early AV canal (AVC) directs AV valve (AVV) formation by specifically increasing Krüppel-like factor 2a (*klf2a*) expression in the AVC^24^,^25^. As a transcription factor, *klf2a* expression likely allows EdCs to couple mechanotransduction to valve morphogenesis by activating a range of downstream target genes. The identity of such Klf2a target genes in valve-forming EdCs and the subsequent cellular behaviours induced, however, are unknown.

In this study, we investigated the cellular events taking place during valve formation and addressed their regulation by the flow-responsive transcription factor Klf2a. We show that valve formation proceeds via an initial stage of cell clustering followed by the appearance of cellular extensions towards the cardiac jelly. Subsequent global tissue remodelling events result in the appearance of ventricular and AVC-derived EdCs in the cardiac jelly overlying atrial-derived EdCs exposed to the lumen. Using transcriptomic analyses to highlight the transcriptional changes accompanying these temporally coordinated cell-movement events, we identified *fibronectin1b* as a key Klf2a- and flow-dependent factor necessary for the correct coordination of valvulogenesis. These data describe cell behaviour that is coordinated by the mechanical environment and mechanotransduction via Klf2a and ECM deposition.

## Results

### Endocardial cell contributions to the atrioventricular valve

AVV morphogenesis begins ∼48 hours post fertilization (hpf). By 5 days post fertilization (dpf) a set of functional valve leaflets, extend into the AVC, occluding the passage of reversing blood flow^26^,^27^,^28^. To uncover the origins of the EdCs contributing to the AVV, we performed photoconversion experiments using the *Tg(fli1a:Gal4FF*^*ubs*^*, UAS:kaede)* transgenic line, in which the photoconvertible protein kaede is expressed in the endothelial cells, including the endocardium. The exposure of kaede to 405 nm light results in an irreversible fluorescence conversion from fluorescent green to fluorescent red, enabling the development of cells labelled with the red form to be followed with respect to their green neighbours during AVV formation. As EdCs of the AVC can be identified by their positivity for Alcama^26^, we used our knowledge of this staining pattern (Fig. 1a) to specifically photoconvert green kaede to its red form in the atrium and ventricle at 48 hpf. We then focused on the subsequent development of the superior AVC as it undergoes valve morphogenesis earlier than the inferior AVC^26^. Heart contraction was temporarily blocked using 2,3-butanedione-2-monoxime (BDM) to enable the photoconversion to be performed. Following photoconversion, heart contraction was resumed and embryos were allowed to develop under standard conditions until imaging at 80 hpf, enabling us to assess the contribution of EdCs from each region to the forming superior AVV leaflet (Fig. 1b). Atrial cells photoconverted at 48 hpf were seen lining the AVC lumen at 80 hpf (Fig. 1c), and were never present inside the cardiac jelly following the formation of multiple cell layers (*n*=12/12). In contrast, photoconversion of cells in the ventricular region of the superior AVC at 48 hpf resulted in photoconverted cells in the cardiac jelly at 80 hpf (*n*=7/7 Fig. 1d). When ventricular photoconversion was performed away from the ventricular inner curvature, no photoconverted cells were observed inside the cardiac jelly (*n*=3/3; Fig. 1e). Thus, in addition to the cells of the AVC, EdCs from the atrium and ventricular inner curvature make significant and distinct contributions to the forming valve leaflets at 80 hpf (Fig. 1f). Furthermore, these distinct contributions are maintained at 120 and 168 hpf, suggesting mixing of cells from atrial and ventricular origins does not occur in the AVV at later stages (Supplementary Fig. 1). These findings implicate the ventricle and atrium as important sources of valve progenitors and suggest that stereotyped and coordinated cellular behaviours guide valve morphogenesis.

### Cell density and protrusive activity in early valvulogenesis

To elucidate how cells of the atrium and ventricle reorganize to contribute to the developing valve leaflets, we characterized the organization of EdCs in the AVC in the moments preceding the appearance of multiple cell layers, beginning at 36 hpf. Using *Tg(fli:nlsmCherry)* embryos, in which the EdC nuclei are labelled, we observed nuclei to be relatively evenly spaced around the AVC at 36 hpf, before undergoing regional increases in cell density at 48 hpf (Fig. 2a–d and Supplementary Movie 1). Quantification of total cell numbers in the AVC showed a doubling of EdCs in the AVC between 36 and 48 hpf, (Fig. 2b). Photoconversion experiments suggest that cells move towards the AVC from the atrium between 36 and 48 hpf, while ventricular cells maintain their position at the ventricular inner curvature/exit of the AVC (Supplementary Fig. 2). In the absence of multi-layering, at this stage, this results in an increased density of cells within the AVC, particularly on the ventricular side. Incubation of embryos in BrdU between these stages demonstrated that ∼60% of the atrial cells and ∼40% of the cells from both the ventricle and the AVC proliferate during this time (Supplementary Fig. 2E,F), suggesting cell proliferation throughout the heart could be an important contributing factor to the increased cell density observed in the AVC at 48 hpf. Visualization of the superior leaflet alone enabled the changes in cell density between 36 and 48 hpf to be seen more clearly (Fig. 2c,d). A region of increased cell density was particularly apparent on the ventricular side of the superior AVC at 48 hpf, containing 11±3 cells (*n*=5). The numbers of cells in this clustered region stayed the same at 56 hpf (11±2 cells; *n*=5; Fig. 2d and Supplementary Movie 2). Quantification of distances between neighbouring nuclei at these stages confirmed cells in the clustered region were indeed more closely packed together than those around the rest of the AVC (Fig. 2e and see Supplementary Movie 3) suggesting regional increases in cell density accompany the increases in cell numbers observed.

We recently demonstrated the sensitivity of EdCs in detecting flow forces and inducing the expression of the flow-responsive transcription factor *klf2a* (ref. 24). In light of this, we investigated the distribution of *klf2a* expressing cells, more specifically, within the AVC. Using a *klf2a* reporter line (*Tg(klf2a:H2BEGFP)*^24^, we observed higher levels of GFP expression in those nuclei closest to the ventricle, compared with those on the atrial side of the AVC (Fig. 2f,g), corresponding to the region of cell clustering. Interestingly, protrusions were observed emanating from EdCs in this region towards the cardiac jelly at 48 hpf (Fig. 2h and Supplementary Movie 4). By 56 hpf, cells could be observed extending further into the cardiac jelly and by 72 hpf multiple layers of cells were present. To confirm the relevance of these observations in the beating heart, we performed fast confocal imaging of *Tg(kdrl:EGFP)* embryos and observed the same arrangement of cells at 72 hpf (*n*=3; Supplementary Movie 5). Indeed when the heart is contracting, the connection of the EdCs within the cardiac jelly to the region of the heart wall from where they originate is clear (Supplementary Movie 5). These observations enable us to describe, for the first time, a cluster of EdCs close to the ventricular inner curvature at 48 hpf, from which cellular protrusions and movement of cells into the cardiac jelly originates.

### Cardiac jelly cells present distinct characteristics

Analysis of the *Tg(kdrl:EGFP)* line at 80 hpf showed cells in the cardiac jelly to have a distinct mesenchymal-like morphology in comparison with those exposed to the lumen (Fig. 3a). Closer inspection of AVC morphology highlighted a deformation in the endocardial wall towards the cardiac jelly, which was wider towards the centre of the AVC (Fig. 3a–d). This morphology suggests a bending of the endocardial wall in response to the localized movement of EdCs into the cardiac jelly. In keeping with their mesenchymal-like morphology, junctional Cdh5 (VE-Cadherin) was lost between the neighbouring cells in the cardiac jelly at 72 hpf (Fig. 3e). Interestingly, BrdU-incorporation assays revealed the presence of BrdU-positive cells in the cardiac jelly, but not in the AVC wall between 56–72 hpf and 72–80 hpf (Fig. 3f and g). This suggests EdCs proliferate in the cardiac jelly, but do not enter it as a result of asymmetric cell division. Finally, analysis of *klf2a* reporter activity at 80 hpf, after multi-layering, showed EdCs exposed to the lumen expressed higher levels of *klf2a* activity than those in the cardiac jelly (Fig. 3h,i). This suggests *klf2a* is not continuously expressed in the EdCs that undergo multi-layering, as they originate in the region of the AVC where *klf2a* expression is high and then enter the cardiac jelly where *klf2a* expression is low. Furthermore, cells originally expressing low levels of *klf2a* in the atrium^24^ appear to initiate *klf2a* expression upon entering the AVC. These observations define two subsets of cells within the AVC following multi-layering; one *klf2a*^low^, Cdh5^low^, proliferative population within the cardiac jelly overlying a second *klf2a*^high^, Cdh5^high^ population exposed to the blood flow. On the basis of these observations we propose a model to describe the early cellular events involved in AVV formation (Fig. 3j). EdCs cluster in a region of the AVC close to the ventricular inner curvature at 48 hpf, corresponding to the region of increased *klf2a* expression. EdCs in this clustered region extend protrusions and emanate into the cardiac jelly, initiating the coordinated morphogenetic movements that result in multiple layers of EdCs within the cardiac jelly by 80 hpf. Once inside the cardiac jelly, EdCs display a mesenchymal-like phenotype with reduced levels of Cdh5 and *klf2a*, and increased proliferation.

### Transcriptional changes in early valvulogenesis

To elucidate how these early events are regulated, we sought to determine the gene expression profile activated at these early stages of valve formation. 

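Hearts were dissected at 48 and 56 hpf and pooled, with 30 hearts in each pool and 3 pools at each stage, and a library was sequenced from each pool. The methods of the paper give *myl7:EGFP* embryos, mRNA selected from 20 ng of total RNA, SPRIworks libraries loaded at 6 pM on a Genome Analyzer and single-end reads of 54 bases. The sample labels give the AB line, amplification of 5 ng of total RNA with a NuGEN kit, libraries loaded at 7 pM on a HiSeq instrument and single-end reads of 50 bases. The authors aligned the reads to the Zv9 assembly, kept the uniquely aligned reads and counted them on Ensembl genes. Reads that fit several near-identical genes were thereby left out, so the levels of recent gene copies are uncertain, and the paper's text does not say whether the counting used the strand, so overlapping genes are uncertain too. The deposited value of a gene is its read count divided by a size factor of the library. For 100% of the values of the 29978 genes listed, the value was a whole multiple of what 1 read is worth in that library, which gave back the read counts. The paper's text does not name the libraries from which the size factors were drawn. On the deposited scale the median log2 fold change of all genes tested, 56 against 48 hpf, was 0.11, and with size factors drawn from these 6 libraries by the median of ratios (RLE in edgeR) it was -0.01. The second scale was used, and fold changes are relative to it. The test covered the 20805 genes kept by edgeR's filterByExpr, with a minimum count of 10. For each gene, log2(normalized count + 1) was compared between the stages with limma, with the replicate number of the labels as a block. The block was used because the methods describe a test that adjusts for baseline differences between the experiments. They do not say that the replicate number is the experiment, which is an inference. The fold changes are on this log2(normalized count + 1) scale, which understates the change of genes with low counts.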

To do so, we extracted RNA from hearts dissected from 48 and 56 hpf *myl7:EGFP* embryos and performed transcriptome analysis using an Illumina sequencing platform (Fig. 4a). 

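Reads counted on genes numbered 14369087, 26942838 and 14937287 in replicates 1, 2 and 3 at 48 hpf, with a median of 14937287. At 56 hpf they numbered 19610492, 22110002 and 25427381, with a median of 22110002. These totals are reads assigned to genes after alignment, not reads generated, and all values given for these libraries rest on them. At this depth 3 reads, taken as the smallest count that shows a gene, correspond to between 2.13 and 4.00 normalized counts, and this floor covers counting error only. The 10 genes with the most reads took between 24.5 and 34.0% of the counted reads of a library. The gene with the most reads, *AC024175.4*, for which the files give no description, took between 9.71 and 17.9%, and the keratin gene *krt4* between 0.606 and 2.44%. Between pools of the same stage, Pearson's r of the log2 values across genes lay between 0.92 and 0.96; genes are not independent replicates. The counts of same-stage pools differed by more than counting error alone. The chi-square statistic was between 26.5 and 103 per gene, where counting error alone gives about 1. Differences from library preparation would raise it too, so the statistic does not show that the pools are separate samples. Each pool was counted as a separate sample because the paper describes separate pools of 30 hearts.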

Between 31 and 65 million reads were generated for each RNA sample, of which, on an average, 67% could be mapped onto the Zv9 assembly of the zebrafish genome. We identified 1,628 genes that were significantly, differentially expressed in the heart between 48 and 56 hpf (FDR<0.05). 

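Among the 20805 genes tested, 225 had an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment, replicate number as a block). Of these, 181 were higher and 44 lower at 56 hpf, and the smallest change among them was 1.12 on the log2 scale. Without adjustment, 3860 genes had a p under 0.05, where 1040 are expected by chance. The 3 pools of one stage did not overlap the 3 pools of the other for 5069 genes, or 24.4%, where chance gives 10%. Without the block, 560 genes had an adjusted p under 0.05 by limma. The number moved most when replicate 1 was left out at both stages, to 2271 genes. With edgeR's likelihood ratio test on the recovered reads, with the same block, 1741 genes had an adjusted p under 0.05 (Benjamini-Hochberg), among them all 225 called by limma. With edgeR's quasi-likelihood test, planned for counts and run on those reads after the data were seen, the number was 156, of which 155 were among the limma calls. In counts simulated on the same 20805 genes with 200 of them changed 4-fold, limma recovered 61.5% of the changed genes and 9.29% of its calls were false, and the likelihood ratio test recovered 77.1% with 27.3% of its calls false. Among the genes lower at 56 hpf, the embryonic globin gene *hbbe3* (ENSDARG00000038147) fell from 5216 ± 1875 (SD, n = 3 pools) normalized counts to 150.1 ± 16.2 (SD, n = 3), a log2 fold change of -5.04 (standard error 0.22, adjusted p = 0.00187 from limma); reads shared with other globin genes are not in these counts. Next in size were *lin28a* (-3.62), *stm* (-2.95), *znfl2a* (-2.71) and *pou3f3b* (-2.48), each lower at 56 hpf in all 3 same-numbered pairs. *stm* and *pou3f3b* each kept an adjusted p under 0.05 by limma in 3 of the 9 fits that left out a replicate number or a pool. *lin28a* kept it in 4 of these fits. Without the block, on all pools, limma's adjusted p was 0.0549 for *stm*, 0.0995 for *pou3f3b* and 0.0341 for *lin28a*. By the quasi-likelihood test with the block it was 0.0538 for *stm*, 0.0634 for *pou3f3b* and 0.00913 for *lin28a*. The pools of *pou3f3b* overlapped, with 203 normalized counts in replicate 3 at 48 hpf and 233 in replicate 1 at 56 hpf.

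**Figure D1:**
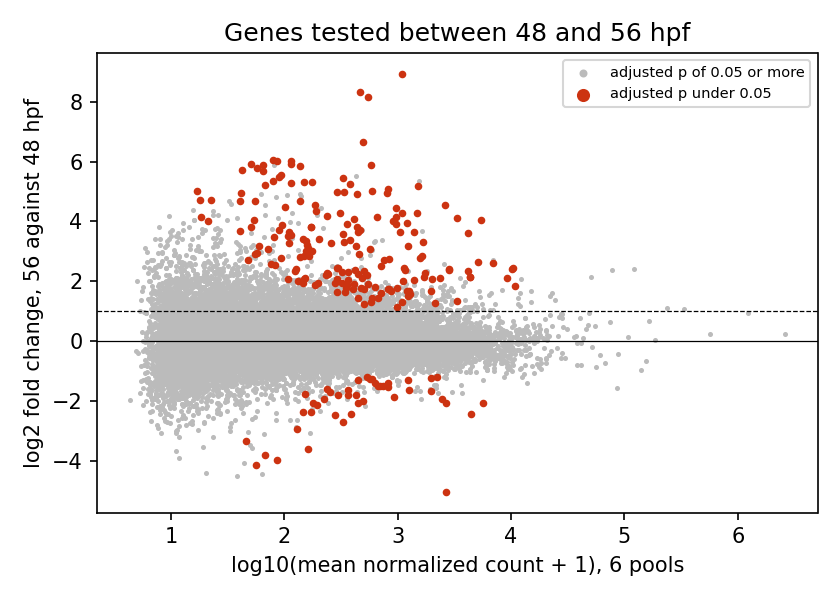
Log2 fold change between 56 and 48 hpf (vertical axis) against log10 of the mean normalized count plus 1 over the 6 pools (horizontal axis) for the 20805 genes tested. The 225 genes with an adjusted p under 0.05 are red, 181 above and 44 below 0, and the dashed line marks a log2 fold change of 1.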

Importantly, we saw a downregulation of *has2* and an upregulation of *klf2a*, confirming the reliability of our approach (Fig. 4b). 

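*has2* (ENSDARG00000036987) had 1711 ± 203 (SD, n = 3 pools) normalized counts at 48 hpf and 989.7 ± 101 (SD, n = 3) at 56 hpf, a log2 fold change of -0.79 (standard error 0.20, adjusted p = 0.112 from limma with Benjamini-Hochberg adjustment). Each 56 hpf pool had fewer counts than each 48 hpf pool (two-sided exact permutation test, p = 0.1, the smallest p that 3 pools against 3 allow). *klf2a* (ENSDARG00000042667) had 829 ± 387 (SD, n = 3) normalized counts at 48 hpf and 2034 ± 779 (SD, n = 3) at 56 hpf, a log2 fold change of 1.32 (standard error 0.23, adjusted p = 0.0625 from limma). It was higher at 56 hpf in all 3 same-numbered pairs, but the stages overlapped, since replicate 3 at 48 hpf had 1234 normalized counts and replicate 1 at 56 hpf 1196 (two-sided exact permutation test, p = 0.2). With edgeR's likelihood ratio test and the same block, the adjusted p was 0.0396 for *has2* and 4.45e-04 for *klf2a*. Over all alternatives run for each gene, it ranged from 0.0150 to 0.786 for *has2* and from 4.45e-04 to 0.466 for *klf2a*, and neither gene changed direction.

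**Figure D2:**
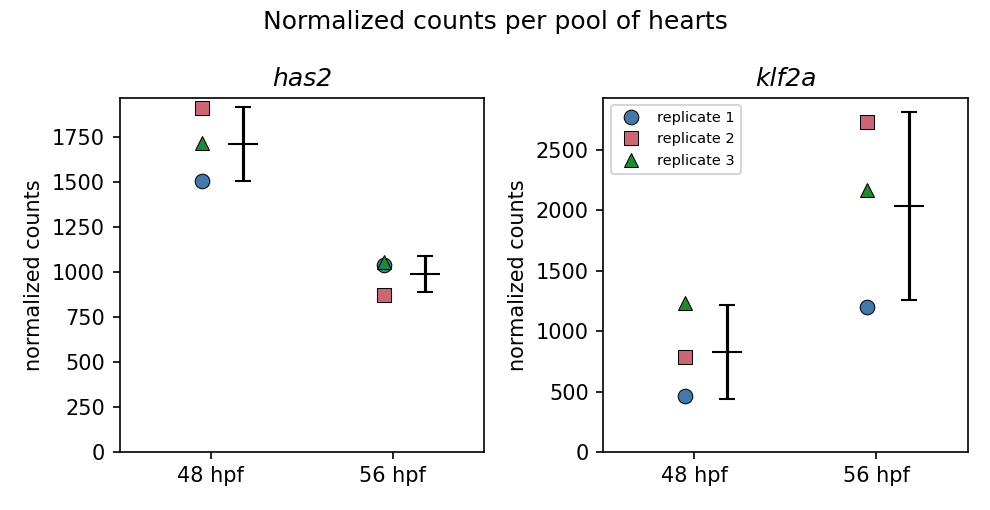
Normalized counts of *has2* and *klf2a* (vertical axes) in each pool of 30 hearts at 48 and 56 hpf, with one symbol per replicate number, and the mean ± SD of the 3 pools as black bars. The *has2* pools of the stages do not overlap, and those of *klf2a* do.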

Real-time quantitative PCR (qPCR) analysis of heart RNA confirmed the respective up and downregulation of these genes with time (Fig. 4c). 

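All 181 genes higher at 56 hpf by limma had a log2 fold change above 1, out of 2128 genes tested with a log2 fold change above 1 at any p. By edgeR's likelihood ratio test with the block, 1091 genes passed both limits. Among genes called by limma, higher in all 3 same-numbered pairs and with at least 50 reads in each 56 hpf pool, the largest log2 fold change was that of *col10a1*, which encodes a collagen, at 8.93 (standard error 0.88, adjusted p = 0.0124 from limma with Benjamini-Hochberg adjustment). It had 0, 0 and 43 reads in the 48 hpf pools and 886, 2080 and 4215 in the 56 hpf pools. Next came *emilin3a* (8.17), which had 1686 and 1523 normalized counts in replicates 1 and 2 at 56 hpf but 48.3 in replicate 3. The order of these genes depends on the scale. By edgeR's quasi-likelihood test *emilin3a* had the larger log2 fold change, 9.19 against 7.84 for *col10a1*. The elastin gene *elnb* (6.66) rose from 7.20 ± 5.97 (SD, n = 3 pools) to 977 ± 718 (SD, n = 3) normalized counts. The fast skeletal troponin gene *tnni2b.2*, a tandem copy whose reads shared with its neighbours are not counted, had no more than 2 reads in any 48 hpf pool and 156 ± 23.9 (SD, n = 3) normalized counts at 56 hpf, at least 47.0-fold higher than the floor of 3 reads. *atp2a1l* (6.02) went from no more than 7 reads in a 48 hpf pool to 222 ± 53.8 (SD, n = 3) normalized counts.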

Considering only those genes with a logFC>1, we found 1,076 genes to be upregulated during these early stages of valve development. To assess the biological significance of these genes, we then performed Gene Ontology analysis using DAVID software^29^. 

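Gene families named by symbol stood in for annotation terms, and the 181 genes higher at 56 hpf with a log2 fold change above 1 were compared with all genes tested. Of 43 collagen genes tested, 8 were among the higher genes, or 18.6%, against 173 of the other 20762 genes, or 0.833% (odds ratio 27.2, two-sided Fisher's exact test, Benjamini-Hochberg adjusted p over 4 families = 1.26e-08). The collagen genes were *col10a1*, *col5a2b*, *col8a2*, *col17a1a*, *col11a2*, *col2a1a*, *col9a3* and *col17a1b*, and *col15a1b* was lower at 56 hpf. Of these, *col2a1a*, *col9a3* and *col11a2* belong to a set of cartilage markers with a median log2 fold change of 1.03. RNA from tissue outside the heart may therefore contribute to the collagen result. Fisher's exact test also takes genes as independent, though genes of the same tissue can vary together. None of 14 laminin genes and none of 29 integrin genes was among the higher genes (adjusted p = 1 for each, Fisher's exact test), and 4 and 10 of them were higher at an unadjusted p under 0.05. Of 24 intermediate filament genes, 1 was, *krt15* (adjusted p = 0.379, Fisher's exact test). By edgeR's likelihood ratio test with the block, 14 collagen, 3 laminin, 6 integrin and 4 intermediate filament genes were among the 1091 higher genes, with adjusted p of 8.21e-08, 0.0346, 0.00689 and 0.0346 by Fisher's exact test. Over all alternatives run, the adjusted p ranged from 2.15e-11 to 6.03e-04 for collagen, 0.0131 to 1 for laminin, 1.35e-04 to 1 for integrin and 0.00513 to 0.485 for intermediate filament genes. The number of collagen genes moved most when replicate 1 was left out, to 19.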

By clustering genes based on cellular compartment annotations we saw a strong enrichment for ECM protein terms (Fig. 4d). Closer analysis of the 31 genes found in the ‘extracellular region' term demonstrated that, among others, *fibronectin1b* was significantly upregulated in the heart between 48 and 56 hpf (Fig. 4e). 

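*fn1b* (ENSDARG00000006526), which encodes fibronectin1b, had 36381, 22128 and 16822 normalized counts in replicates 1, 2 and 3 at 48 hpf and 85122, 135412 and 166889 at 56 hpf. The mean was 25110.1 ± 10115 (SD, n = 3 pools) at 48 hpf and 129141 ± 41242 (SD, n = 3) at 56 hpf, a log2 fold change of 2.38 (standard error 0.49, adjusted p = 0.0809 from limma with Benjamini-Hochberg adjustment). The pools of the stages did not overlap (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow). Without the block, limma's adjusted p was 0.0210, under the threshold. By edgeR's likelihood ratio test with the block it was 3.22e-05, and over all alternatives run for this gene it ranged from 8.07e-09 to 0.588. The related gene *fn1a* had a log2 fold change of -0.06 (standard error 0.22, adjusted p = 0.910 from limma). All 31 genes listed in Fig. 4e were found by symbol, and 30 passed the filter on low counts. The exception, *cart2*, had 1, 0 and 0 reads in the 48 hpf pools and 4, 0 and 30 in the 56 hpf pools. The 30 genes had log2 fold changes between 1.1 and 3.91, with a median of 1.97. 29 of them were higher at 56 hpf in all 3 same-numbered pairs, and for 26 the stages did not overlap. Adjusted over all genes tested, 5 had an adjusted p under 0.05 by limma (*col2a1a*, *col11a2*, *col9a3*, *lgals3bpb* and *ntd5*), and adjusted over the list alone all 30 did; the list was drawn from these data, so the second number shows no stability. *lgals3bpb* and *ntd5* each kept an adjusted p under 0.05 by limma in 3 of the 9 fits that left out a replicate number or a pool. Without the block, on all pools, limma's adjusted p was 0.0901 for *lgals3bpb* and 0.0535 for *ntd5*, above the threshold. By the likelihood ratio test, 29 passed. *wisp1b* had no more than 2 reads in a 48 hpf pool and was at least 5.46-fold higher at 56 hpf. From the genes under this term the paper picks out *fibronectin1b*, which it states was significantly upregulated between the stages.

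**Figure D3:**
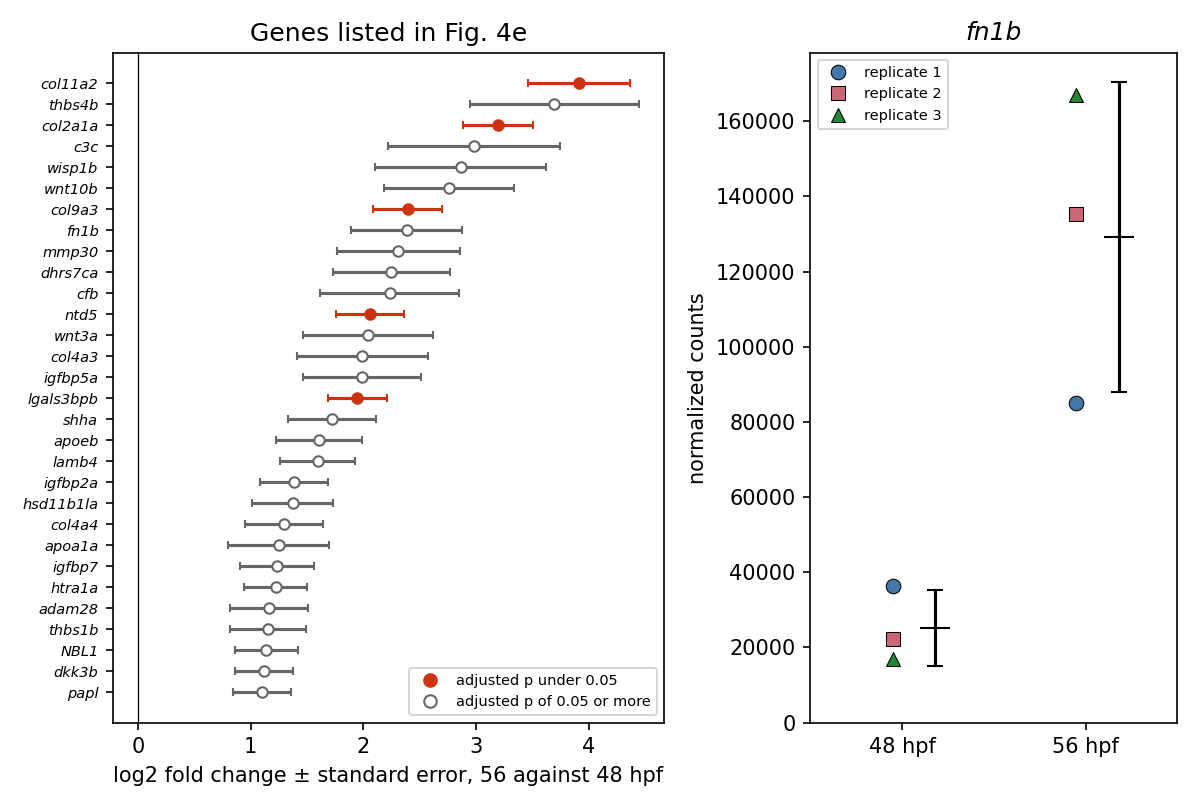
Left, log2 fold change ± standard error between 56 and 48 hpf (horizontal axis) of the 30 genes of Fig. 4e that were tested, with the 5 genes with an adjusted p under 0.05 in red. Right, normalized counts of *fn1b* in each pool of 30 hearts (vertical axis), with the mean ± SD of the 3 pools per stage as black bars; the 56 hpf pools all lie above the 48 hpf pools.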

Given the importance of fibronectin deposition in lymph valve formation^19^, we questioned whether it could also play a role in AVV formation. qPCR analysis of heart-derived RNA showed fibronectin1b is indeed expressed in the heart during this period of its development and confirmed the increase of transcript levels between 48 and 56 hpf (Fig. 4f). We next addressed the temporal and spatial expression of fibronectin within the heart at the protein level through immunofluorescence analysis. Interestingly, fibronectin protein is expressed specifically in the AVC at 48 hpf (Fig. 4g) with further enrichment by 56 hpf, in keeping with the mRNA sequencing data (Fig. 4h). More specifically, fibronectin is seen on the basal side of cells at both time points and is particularly enriched in the region of cell clustering (Fig. 4g,h). Fibronectin can also be observed on and between the multiple layers of cells that are present by 72 hpf (Fig. 4i), as has previously been shown in 105 hpf hearts^26^. This spatial and temporal expression pattern in the heart suggests a potentially relevant role of *fibronectin1b*/fibronectin in cardiac valve development.

### Blood flow and *klf2a* alter fibronectin synthesis in the AVC

As blood flow is an important regulator of EdC behaviour and cardiac valve formation, we next wanted to assess whether changes in flow properties impacted fibronectin synthesis in the AVC. To do so, we first analysed the fibronectin staining pattern in silent heart (*sih*^*−/−*^) mutant embryos, which completely lack heart contraction and blood flow^30^, and saw that fibronectin was no longer detectable in the AVC at 48 hpf (Fig. 5a). As *sih*^*−/−*^ mutants fail to form an AVV, we performed photoconversion experiments following injection of a morpholino specific for *troponin T2a* (*tnnt2a*), which is necessary for heart contraction and reliably mimics the *sih*^*−/−*^ mutants^30^, to determine whether the cell-movement events described above were impacted in the absence of heart contraction. Indeed, in *tnnt2a*MO hearts at 80 hpf, the photoconverted cells were found on the inner curvature of the ventricle and had failed to enter the cardiac jelly, as observed in age-matched controls (Supplementary Fig. 3A,B). To address the role of flow forces more specifically, we then altered blood viscosity and shear stress by lowering haematocrit content by injecting *gata1* and *gata2* morpholinos, as previously described^25^. In *gata1* morphants, where the fraction of reversing flow in the AVC at 48 hpf is increased and *klf2a* expression is high^24^, strong fibronectin staining was observed in the AVC (Fig. 5b), while it was much reduced or absent in *gata2* morphants where the fraction of reversing flow in the AVC, and *klf2a* expression, is reduced (Fig. 5b). When atrial contraction was affected in *myh6* morphants (atrial specific myosin heavy chain, previously *amhc*), which also results in reduced *klf2a* expression^31^ (Supplementary Fig. 3E,F), fibronectin deposition was also impaired (*n*=6/7; Fig. 5b). Quantification of the proportion of the AVC positive for fibronectin confirmed these observations (Fig. 5c). Furthermore, fibronectin synthesis was significantly reduced, compared with controls, when 0.1% tricaine was used to stop heart contraction between 48 and 52 hpf and between 48 and 56 hpf (Fig. 5d). Interestingly, when the 0.1% tricaine was removed and heart contraction resumed at 52 hpf, fibronectin staining in the AVC at 56 hpf was restored (Fig. 5d,e). Taken together these observations suggest that the synthesis of fibronectin in the AVC is flow-dependent. To ascertain how conditions of altered flow may impact cellular organization during valve formation, we repeated our photoconversion experiments in the flow morphants described above. We observed cells in the cardiac jelly of *gata1* MO embryos, but this was greatly reduced in *gata2* MO and absent in *myh6* MO embryos, when compared with controls (Supplementary Fig. 3C,D). Furthermore, in *gata1* MOs, cells in the cardiac jelly appeared to be more disorganized than in controls (Supplementary Fig. 3C,D) suggesting AVC-specific fibronectin synthesis may be necessary for the correct organization of multiple cell layers before leaflet emanation.

### AVC-specific fibronectin synthesis is necessary for valve formation

Considering the apparent flow-dependent nature of fibronectin synthesis in the AVC and its increased levels on the ventricular side of the superior AVC, where *klf2a* is most highly expressed, we reasoned that *fibronectin1b* could be a downstream target of Klf2a. As *klf2a* is elevated in response to the specific flow regime found within the AVC^24^, such a target would enable *klf2a* to both respond to the mechanical environment of the AVC and impact the local environment of EdCs in a manner necessary for valve formation. Indeed, fibronectin staining was reduced in *trpp2*^*−/−*^ mutants (Fig. 6a), which present defects in valvulogenesis and *klf2a* induction despite a normal flow regime in the AVC^24^. To address the effect of loss of *klf2a* and validate previous observations performed using morpholino-based approaches, we generated a mutant of *klf2a* using a TALEN approach targeting a sequence in the first exon of the *klf2a* gene (Supplementary Fig. 4A). Observations of valve morphology at 96 hpf, when valve leaflets can be seen extending into the lumen of the AVC in controls, demonstrated a range of valvular defects in *klf2a* mutants (Fig. 6b,c; *n*=25 wild-type, *n*=46 *klf2a*^*−/−*^) despite there being no change in overall cell numbers (Supplementary Fig. 4B) or flow properties (Supplementary Fig. 4E) at 48 hpf. Approximately 10% of *klf2a*^*−/−*^ embryos were missing any kind of valve structure. Identical analyses performed in *klf2a* morpholino-injected embryos showed a similar, but more severe, phenotype in the knock down (Fig. 6c) and all subsequent studies were performed with the *klf2a* mutant. To investigate origins of the valve defects observed in the *klf2a*^*−/−*^ mutants, we examined these embryos during the early stages of valve formation described above. Analysis of cell organization showed *klf2a*^*−/−*^ embryos had fewer cells clustering together in the superior AVC at 48 hpf than controls (Supplementary Fig. 4C). Quantification of cells within the cardiac jelly suggested multi-layering was impaired in ∼40% of *klf2a*^*−/−*^ hearts while the remaining *klf2a*^*−/−*^ hearts presented elevated numbers of EdCs in the cardiac jelly at 72 hpf when compared with controls (Fig. 6d and Supplementary Fig. 4D). In those mutants where multi-layering occurred, however, the cells in the cardiac jelly appeared disorganized, with intracellular spaces between neighbouring EdCs, compared with the compact nature of the cells in this area in controls (Fig. 6d,e and Supplementary Movie 6). These data suggest that, in the absence of *klf2a* function, the cellular processes underlying the initiation of valve formation are perturbed and support observations made with *klf2a* morpholinos that *klf2a* expression is necessary for efficient valvulogenesis^25^.

*In situ* hybridization and immunofluorescence analysis demonstrated that fibronectin is downregulated at both the mRNA and protein level in the majority of klf2a mutants (Fig. 7a,b). Furthermore, when we forced the overexpression of *klf2a* in all endothelial cells, we saw a spread of fibronectin synthesis outside the AVC, into the atrium and ventricle, in comparison with the AVC-specific localization observed in controls (Fig. 7c). This suggests that Klf2a, the expression of which is normally restricted to the AVC, is capable of driving the expression of fibronectin in the heart. Indeed, forced expression of *klf2a* was sufficient to rescue fibronectin synthesis in *gata2* and *myh6* morphant embryos (Supplementary Fig. 5G). To quantify the efficacy of valve progenitors in undergoing multi-layering in the absence of fibronectin, a vital process in the formation of the heart valve, we used a *fn1b*-specific morpholino to deplete fibronectin in the AVC (Supplementary Fig. 5A). Care was taken to select embryos presenting no morphological defects following *fn1b*MO injection (Supplementary Fig. 5B), ensuring that *klf2a* reporter activity, AVC cell number and the flow velocity profile at 48 hpf (Supplementary Fig. 5D–F), as well as levels of p53 mRNA (Supplementary Fig. 5C), were not significantly changed in the morphants studied. Cell clustering and multi-layering were dramatically impaired in the absence of *fn1b*, with few or no cells in the cardiac jelly in the majority of cases (Fig. 7d,e) indicating the importance of fibronectin deposition in the early stages of valve development. At 96 hpf, large groups of EdCs and reversing blood flow were visible in the AVC of *fn1b*MO embryos in contrast to the efficient valve leaflets present in controls (Fig. 7f). To confirm these observations, we analysed the valve shape of *fn1b*^*sa553−/−*^ embryos at 96 hpf. Similar to *fn1b* knock down, we found that all the fn1b mutants had abnormal valves (9/9). The majority of these embryos displayed large blocks of cells occluding the AVC or thick leaflets as sometimes also described in the *klf2a* mutants (Fig. 7g). These data suggest *klf2a* and *fn1b* expression are necessary for the movement of EdCs into the cardiac jelly and their correct organization within. Thus mechanically-induced *klf2a* expression coordinates the morphogenetic events necessary for valve formation via the regulation of *fibronectin1b* expression and localized fibronectin synthesis within the AVC.

## Discussion

Using *in vivo* imaging technologies and cellular scale 3D analysis, we have identified three successive steps highlighting the cellular processes associated with heart valve morphogenesis: (1) the first signs of valve formation correspond to a regional increase in cell density in the superior AVC and localized fibrillogenesis; (2) the first sign of cellular invasion towards the cardiac jelly is highlighted by cell protrusions specifically in this area of cell clustering; and (3) a highly stereotyped multi-layering process within the cardiac jelly leading to the formation of a functional leaflet. These observations enable us to confirm the previously reported role of mechanical forces in valve morphogenesis^10^,^25^ and suggest a refined model in which the origins of the valve progenitors, the behaviour of particular groups of cells and the impact of the mechanotransduction cascade are identified.

Clustering of EdCs in a region of the AVC close to the ventricular inner curvature and localized fibronectin synthesis in the same area at 48 hpf is followed by the appearance of cells protruding into the cardiac jelly by 56 hpf. In the absence of *klf2a*, an important component of the mechanotransduction pathway downstream of blood flow^24^, cell clustering and fibrillogenesis are both impaired. Ultimately, the coordinated morphogenetic movements subsequently observed in control embryos are perturbed in *klf2a* mutants highlighting the importance of an intact mechanotransduction pathway in orchestrating the cellular events involved in valve formation. Interestingly, we observed a striking change in cell properties following migration into the cardiac jelly, with cells demonstrating a mesenchymal morphology, downregulating junctional Cdh5 and some of them proliferating. While we cannot rule out a contribution of cell proliferation in other parts of the heart driving cells towards the AVC, within the AVC itself we only observed cell proliferation within the cardiac jelly and not within the cell layer that is exposed to the blood flow. We demonstrated that flow forces primarily influence cell behaviour and ultimately valve shape, but not cell number, via the asymmetric activation of *klf2a* expression in the ventricular region of the AVC. Interestingly, *klf2a*^*−/−*^ mutants presented an array of valvular phenotypes similar to those observed under a range of altered flow regimes, implicating Klf2a as an integrator of the flow response, which, when absent, impacts valvulogenesis from the earliest stages. It will be interesting to see if fibronectin also relays Klf2a function in other contexts, such as haematopoietic stem cells (HSC) formation^32^, development of the branchial arches^33^ and endocardial chamber ballooning^6^.

During valve formation the cells lining a unicellular tube are required to undergo extensive rearrangements in order to form a protrusive 3D structure capable of occluding undesired reversing flow. In the lymphatic system, the initial phases of valve formation have been elegantly described proceeding via the clustering of lymphatic valve progenitors on one side of the collecting vessel, adoption of a cuboidal morphology and the generation of a ring-like constriction within the vessel wall^11^. Valve-forming cells then protrude into the lumen of the lymphatic vessels, which, accompanied by ECM deposition, results in the formation of a valve leaflet^11^,^19^. In an initially similar manner, we see EdCs clustering on the ventricular side of the superior AVC, but rather than protruding towards the lumen, clustered EdCs then send basal protrusions into the cardiac jelly that they subsequently invade. These cells then proliferate and form a group of cells nestled close to the ventricular inner curvature, before a clear leaflet structure is formed. This significant difference in acquisition of cells into the leaflet in the lymphatic and cardiac systems is likely to be, at least in part, attributable to the different mechanical environments experienced by their progenitors.

During cardiac valve formation in the mouse, EdCs within the AVC undergo an endothelial-to-mesenchymal transition (EMT) and migrate into the cardiac jelly^34^, where they proliferate and valve leaflets subsequently elongate. This is in striking contrast to lymphatic valve formation, which proceeds in the absence of an EMT. Interestingly, by embryonic day 10.5 (E10.5) the loss of *klf2* results in AVC cell disorganization and hypocellular cushions, attributed to a defect in the EMT process^35^. We also observe AVC cell disorganization and, in some instances, hypocellular cushions in the absence of *klf2a*. Considering this together with the downregulation of Cdh5 by EdCs inside the cardiac jelly, cell morphology changes and increased proliferation, we hypothesize that the cellular protrusions observed from the clustered cells from 48 hpf and the subsequent movement of cells into the cardiac is reminiscent of the valve-forming process described in the mouse^35^. Importantly, the presence of an EMT during zebrafish valvulogenesis, although extensively discussed^18^,^26^,^28^,^36^, remains to be confirmed and will be an important focus of future studies.

Valve morphogenesis occurs in one of the most hostile mechanical environments in the body: EdCs experience both high flow forces and strong mechanical deformation due to the contraction of the heart and its associated blood flow^1^. Indeed, at embryonic stages, viscosity dominates and the main mechanical forces generated at the heart wall are the tissue strain generated by pressure variations occurring during heart contraction and wall shear stress generated by the flowing blood^1^. These physical features are crucial to understanding how EdCs behave during valve development. Cell clustering close to the ventricular inner curvature in the AVC suggests localized differences in cell tension, which in turn may be responsible for the localized fibrillogenesis observed before multi-layering.

The specific enrichment of *klf2a* expression in the AVC at 48 hpf in response to flow and its regulation of *fibronectin1b* expression provides a mechanism to modulate valve morphogenesis in response to its mechanical environment^25^. For now, we can only speculate on the role of fibronectin in the process of valve formation. One possibility is that fibronectin is necessary for EdCs to acquire a valvular cell fate as it is now becoming clear that forces, ECM and stem cells fate are tightly interdependent^37^. The discovery that the mechanical environment and stretch-sensitive channels are essential determinants of lineage choices in embryonic stem cells further supports this hypothesis^38^,^39^,^40^. Fibronectin could also be involved in promoting the generation of the filopodia observed at the onset of AVC-specific fibronectin accumulation and before the multi-layering process. Indeed, fibronectin-rich nanoenvironments have been demonstrated to be sufficient for orienting cell migration and proliferation^41^. In addition, fibronectin may alter the mechanical properties of the EdCs environment as well as several cellular properties, including the mechanosensitivity of the cells themselves. Fibronectin has been implicated in the endothelial mechanotranduction pathway mediated by *trpv4* (ref. 42), a gene that is also involved in AVV formation^24^. Alternatively, fibrillogenesis could participate in cell-shape changes associated with morphogenesis^43^, a feature that has also been attributed to *klf2a* expression^6^.

In conclusion, we propose a model for AVV formation in which EdCs arising from the atrium and ventricle make specific contributions to the emerging valve leaflets through coordinated cell-movement events. Enriched mechanosensitive *klf2a* expression on the ventricular side of the AVC subsequently enriches the expression of its downstream target gene *fibronectin1b* to the same cells, establishing an asymmetry within the AVC. Ventricular EdCs extend protrusions towards the fibronectin-rich area and move into the cardiac jelly in a coordinated manner while accompanying morphogenetic changes result in atrial EdCs lining the lumen of the AVC. Subsequent Cdh5-downregulation, increased proliferation and morphological changes within the AVC liken aspects of AVV formation in the zebrafish to that of the mouse and higher vertebrates.

Finally, this study elucidates the impact of mechanical forces on the localized behaviours of valve progenitors during valve morphogenesis. As the origins of most valvulopathies are still unknown^12^, our findings highlight the importance of investigating the potential embryonic and mechanical origins of valve defects. The recent demonstration that mitral valve disease can have embryonic origins supports this view^44^,^45^,^46^. Furthermore our work highlights the role of the coordination between morphogenesis and mechanical forces via ECM synthesis during cardiovascular morphogenesis. These findings may also prove meaningful in other biological contexts where mechanical forces and ECM are involved, such as during stem cell niche formation in developing HSCs^47^,^48^,^49^, skin stem cells^50^ and adult intestinal stem cells^51^.

## Methods

### Zebrafish husbandry, embryo treatments and morpholinos

Animal experiments were approved by the Animal Experimentation Committee of the Institutional Review Board of the IGBMC. Zebrafish lines used in this study were *Tg(fli1a:gal4FF*^*ubs*^*; UAS:kaede)*^52^, *Tg(fli1a:nEGFP)*^*y7*^ (ref. 53)*, Tg(kdrl:EGFP)*^54^*, Tg(fli:nls-mcherry)*^24^*, Tg(myl7:EGFP)*^55^*, Tg(fli:gal4FF*^*ubs*^*; UAS:klf2a)* (ref. 6), *Tg(klf2a:H2BEGFP)*^24^ and wild-type AB. Zebrafish with a mutant allele of *klf2a (Tg(klf2a*^*ig4*^*))* were generated and used in this study. Zebrafish with a mutant allele of *fn1b (Tg(fn1b*^*Sa553*^*)* were obtained from the Zebrafish International Resource Center (ZIRC). *Tg(fn1b*^*Sa553*^) mutants contain a C>T point mutation in exon 1 of the *fn1b* gene leading to a premature stop codon in the predicted translation product. Genotyping was performed by sequencing the PCR product generated with the following primers: forward 5′- AGGGTGAGAGAACCTCATAAAGC -3′, reverse 5′- CTCACTTAAACCGCGAACTGTCC -3′, and sequenced with 5′- TCAGTAAAGAGACTCCTGCTGC -3′. Genotyping was performed on genomic DNA after live imaging. Morpholinos were injected into the yolk at the one-cell stage. All animals were incubated at 28.5 °C for 5 h before treatment with 1-phenyl-2-thiourea (PTU) (Sigma Aldrich) to prevent pigment formation. Morpholinos specific for *tnnt2a* (ref. 30) (5′- CATGTTTGCTCTGATCTGACACGCA -3′) and *fn1b* (5′- AAGTAATAATGTCACCTTGCTCCTC -3′) were obtained from GeneTools. Morpholinos for *klf2a*, *gata1, gata2* and *myh6* were described previously^25^,^56^. Anti-sense MO concentrations ranged from 0.06 to 0.3 mM.

### Generation of *klf2a* ^*−/−*^ mutants

We injected a TALEN pair designed to target exon 1 of the *klf2a* gene into single cell wild-type (AB) embryos. We identified the alleles generated and confirmed that potential targeting events could be transmitted through the germline by out-crossing the F0 fish with AB animals and sequencing genomic DNA from pools of 6 F1 embryos. We focused on an INDEL mutation (deletion of 5′- CAGAAGGAA -3′ followed by insertion of 5′- GATGCTGGGAGAG -3′) leading to a premature stop codon in the *klf2a* transcript and raised these F1 animals to adulthood. Studies were performed on F2 fish, and later generations, following out-crossing to transgenic lines of interest. *Klf2a*^*−/−*^ fish were viable and also kept as homozygous adults. A PCR-based genotyping strategy was established using the following primers to identify the wild-type and mutant alleles (Wild-type: forward 5′- TCGGCGCAGAAGGAAA -3′, reverse 5′- TGTTGAGGTTGTCCATGTTA -3′; mutant: forward 5′- AAGGTCTTCCACCACTCATA -3′, reverse 5′- CCAGCATTTCTCTCCCAGC -3′). Genotyping was performed on genomic DNA from whole embryos after live imaging, or from dissected tails before immunofluorescence analysis, as necessary.

### mRNA sequencing of dissected heart samples

Hearts were dissected from *Tg(myl7:EGFP)* embryos at the desired stage and pooled (30 hearts/sample). RNA was extracted using a Nucleospin RNA XS kit (Macherey-Nagel) according to the manufacturer's instructions. After isolation of total cellular RNA, a library of template molecules suitable for high throughput DNA sequencing was created following the Illumina ‘mRNA sequencing sample preparation guide' (part #1004898 Rev.D) with some modifications. Briefly, mRNA was purified from 20 ng total RNA using oligo-dT magnetic beads and fragmented using divalent cations at 94 °C for 5 min. The cleaved mRNA fragments were reverse transcribed to cDNA using random primers, then the second strand of the cDNA was synthesized using DNA Polymerase I and RNase H. The next steps of RNA-Seq Library preparation were performed in a fully automated system using SPRIworks Fragment Library System I kit (ref A84801, Beckman Coulter, Inc) with the SPRI-TE instrument (Beckman Coulter, Inc). Briefly, in this system, double-stranded cDNA fragments were blunted, phosphorylated and ligated to indexed adapter dimers, and fragments in the range of ∼200–400 bp were size selected. The automated steps were followed by PCR amplification (30 s at 98 °C; (10 s at 98 °C, 30 s at 60 °C and 30 s at 72 °C) × 13 cycles; 5 min at 72 °C), then surplus PCR primers were removed by purification using AMPure XP beads (Agencourt Biosciences Corporation). DNA libraries were checked for quality and quantified using a 2100 Bioanalyzer (Agilent). The libraries were loaded in the flow cell at 6 pM concentration and clusters generated and sequenced in the Illumina Genome Analyzer IIX as single-end 54 base reads. The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus^57^ and are accessible through GEO Series accession number GSE79585 ( https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc= GSE79585).

### Bioinformatics and gene ontology analysis

Read quality was assessed with FastQC (S. Andrews, http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Then reads were mapped onto the Zv9 assembly of the zebrafish genome using Tophat v1.4.1 (ref. 58) and the bowtie v0.12.7 aligner. Only uniquely aligned reads were retained for further analyses. Gene expression was quantified using HTSeq v0.5.3p5 (ref. 59) and gene annotations from Ensembl release 69. Read counts were normalized across libraries with the method proposed by Anders *et al*.^60^. To identify significantly differentially expressed genes, we performed a test for differential expression within the experiment (that is, adjusting for baseline differences between the experiments) using the method proposed by Robinson and Smyth^61^ and implemented in the Bioconductor edgeR v3.0.8 package^62^. Adjustment for multiple testing was performed with the Benjamini and Hochberg^63^ method. Functional analyses of genes with an adjusted *P* value smaller than 0.05 were performed using DAVID software^64^. Graphics were obtained with the R program (R Core Team, URL http://www.R-project.org/).

### qPCR

Products were amplified in a real-time PCR reaction with Light Cycler 480 Real-Time PCR System (Roche) using a UPL Probes Master mix (Roche) according to the manufacturer's instructions. Sequence of primer pairs were as follows: *has2* forward 5′- AGCATCCCTGTTCAACTAACG -3′, reverse 5′- GCTGACCGCTTTATCACATCT -3′*; klf2a* forward 5′- CCGTCTATTTCCACATTTTCG -3′, reverse 5′- TCCAGTTCATCCTTCCACCT -3′; *fn1b* forward 5′- TGGAAATGTGATGCCATTGA -3′, reverse 5′- GGCCAATCTGGTAGAACACC -3′; *p53* forward 5′- GAGGTCGGCAAAATCAATTC -3′, reverse 5′- TGGGGGCTGAATAATCAAAT -3′.

### *In vivo* imaging

Zebrafish embryos were staged, anaesthetised with 0.02% tricaine solution and 50 mM BDM, to stop the heart when necessary, and mounted in 0.7% low melting-point agarose (Sigma Aldrich). Confocal imaging was performed on a Leica SP8 confocal microscope. Fast confocal and four-dimensional imaging (to image valve leaflets at 96 hpf and the AVC at 72 hpf) was performed using the resonant scanner mode of the same microscope. Images were acquired with a low-magnification water immersion objective (Leica HCX IRAPO L, 25X, N.A. 0.95). For four-dimensional imaging, time series were acquired at a random time in the cardiac cycle at 35fps for 3 s. The optical plane was moved 2 μm between the *z*-sections until the whole AVC was acquired. Time series of two-dimensional sections were temporally synchronized using Matlab^27^. Blood flow imaging for flow velocity analysis was performed on a Leica DMIRBE inverted microscope using a Photron SA3 high speed CMOS camera (Photron, San Diego, CA) and water immersion objective (Leica × 20, NA 0.7). Image sequences were acquired at a frame rate of 2,000 frames per second.

### Photoconversion

Photoconversion was performed using the FRAP module on a SP8 confocal microscope and a Leica HCX IRAPO L, × 25, NA0.95 water immersion objective. *Tg(fli1a:Gal4FF; UAS:Kaede)* embryos were mounted in 0.7% low melting-point agarose supplemented with 50 mM BDM to inhibit heart contraction for the duration of the procedure. A region of interest corresponding to the ventricle, atrium or superior AVC was selected and exposed to 405 nm light (25% laser power). One pre-bleach frame was acquired, followed by 3–5 bleach pulses (3–5 ms each) without acquisition to achieve conversion of the kaede protein to its red form. A *z*-stack of the photoconverted heart was then acquired in the standard confocal mode to record the starting point of each experiment. Embryos were then carefully dissected from the agarose, placed in fish water for 5–10 min until heart contraction resumed and then put at 28.5 °C to develop individually under standard conditions until a time point of interest. The movement of cells within each heart was analysed using Imaris software (Bitplane).

### Valve imaging

Embryos were incubated with 4 μM BODIPY-ceramide (Molecular Probes) overnight and then processed as in refs 24, 25 to visualize the valve shape.

### Flow analysis

Red blood cells were manually tracked through the AVC and their velocity calculated from image sequences acquired at 2,000 frames per second as described previously^24^.

### Immunofluorescence

Embryos were fixed at the desired stage in 2% paraformaldehyde overnight at 4 °C. BrdU-incorporation studies were performed by incubating embryos in 5 mg ml^−1^ BrdU for the desired length of time (Dietrich *et al*.^6^) before fixation. After washing, embryos were permeabilized in 1 × PBS-0.1% Tween-20 containing 0.5% Triton-X 100 for 30 min at room temperature. The pericardial cavity was then carefully pierced with the tip of a forcep to facilitate antibody penetration before blocking in permeabilization buffer supplemented with 5% BSA (anti-fibronectin), 1% BSA and 10% NGS (anti-VECadherin and anti-Alcama) or 1% BSA, 2% NGS and 1% DMSO (anti-BrdU) for 2 h at room temperature. Primary antibodies were added in the relevant blocking solution and incubated between 16 and 48 h at 4 °C. Secondary antibodies were added in blocking solution after thorough washing and incubated overnight at 4 °C. Embryos were thoroughly washed and mounted for imaging on a Leica SP8 confocal. Antibodies were as follows: rabbit anti-fibronectin (F3648, Sigma) 1:100, rabbit anti-VECadherin^65^ 1:1,000 (kind gift of the Affolter lab), mouse anti-BrdU (11170376001, Roche Diagnostics) 1:100, mouse anti-Alcama (zn-8, DSHB) 1:500 and goat anti-rabbit and goat anti-mouse Alexa-488 and -594 secondary antibodies (A11034 and A11032, respectively, Life Technologies) were used at 1:500. To directly test the effects of flow on fibronectin synthesis, embryos were incubated in 0.1% tricaine (Ethyl 3-aminobenzoate methanesulfonic acid; Sigma) at pH7 for up to 12 h. They were then rinsed briefly in egg water before being fixed and processed as described above.

### Cell proliferation assay

Dechorionated embryos were incubated in fish water containing 5 mg ml^−1^ BrdU between 36 and 48 hpf, 56 and 72 hpf, and 72 and 80 hpf. Incorporation was stopped by washing in fresh fish water and fixation in 4% PFA. Embryos were permeabilized with Proteinase K and DNA denatured with 2 N HCl (method modified from Dietrich *et al*.^6^). BrdU immunolabelling was then performed as described above.

### Image analysis

Cell number quantifications and *klf2a*:*EGFP* signal intensity measurements were made using the Spots tool on Imaris (Bitplane). A single spot was placed at the centre of each nucleus in the AVC, or cardiac jelly, as appropriate. For intensity analysis, the *klf2a:H2BEGFP* reporter line was crossed with the *fli:nlsmCherry* line and the mCherry fluorescence signal was used for normalization^24^. The maximum intensity of each channel was quantified and a ratio generated. These ratios were then averaged across the AVC of individual embryos. Nucleus to nucleus distance analysis was performed using Imaris software and the Measurement Points tool. Nuclei within the AVC were connected to all of their nearest neighbours and the average distances for defined regions were calculated. The extent of cell clustering, in *klf2a* mutants and *fn1b* morphants, was quantified by defining clustered cells as those cells closer than 8 μm to their neighbour (according to our analysis of nucleus-to-nucleus distances in controls; Fig. 2e). The extent of fibronectin staining in the AVC was calculated using the Imaris Surfaces tool to define a volume of fibronectin staining and a volume of the whole AVC. The % of fibronectin coverage was then calculated ([Volume fibronectin staining/Volume AVC]*100). Hearts were segmented using the surfaces tool and the segmented heart presented, for clarity.

### *In situ* hybridization

*In situ* hybridization was performed as in ref. 66. Anti-sense probes for *fn1b* were generated from a plasmid containing *fn1b* cDNA (obtained from SourceBioscience) amplified using the following primers forward: 5′- ATGACCCGTGAGTCAGTAA -3′ and reverse (containing T3 sequence): 5′- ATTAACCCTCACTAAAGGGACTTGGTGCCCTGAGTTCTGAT -3′ and subsequently transcribed using the T3 polymerase.

## Additional information

**Accession codes:** The gene expression data have been deposited in the NCBI Gene Expression Omnibus (GEO) database under accession code GSE79585.

**How to cite this article:** Steed, E. *et al*. *klf2a* couples mechanotransduction and zebrafish valve morphogenesis through Fibronectin synthesis. *Nat. Commun.* 7:11646 doi: 10.1038/ncomms11646 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1-5

Supplementary Movie 1 Endocardial cell organization at 36hpf and 48hp.*Tg(fli:nlsmCherry)* hearts were imaged at 36hpf and 48hpf. Magenta spots mark nuclei of the AVC. Yellow spots mark nuclei in the AVC cluster.

Supplementary Movie 2 Endocardial cell organization at 56hpf and 72hpf.*Tg(fli:nlsmCherry)* hearts were imaged at 56hpf and 72hpf. Magenta spots mark nuclei of the AVC. Yellow spots mark nuclei in the AVC cluster. Cyan spots mark nuclei in the cardiac jelly.

Supplementary Movie 3 Method for analyzing nuclei spacing within the AVC. Imaris software (Bitplane) was used to place a spot at the center of each nucleus within the AVC of *Tg(fli:nlsmCherry)* embryos acquired by confocal microscopy. White lines connect nuclei within the AVC using the "Measurement points" tool and the distances between nuclei were obtained.

Supplementary Movie 4 Cell protrusions towards the cardiac jelly at 48hpf. Three-dimensional volume of a *Tg(kdrl:EGFP)* 48hpf heart shows a cell extending a protrusion towards the cardiac jelly at from the ventricular side of the AVC. Segmentation of the protrusive cell is shown in yellow.

Supplementary Movie 5 Live imaging of kdrl:EGFP at 72hpf. Synchronisation of a 72hpf beating *Tg(kdrl:EGFP)* heart acquired at 35fps. The "Oblique slicer" tool on Imaris software shows the level of the AVC at which cells can be seen extending in to the cardiac jelly from the AVC/ventricular inner curvature region (yellow arrow and label). A single slice from the synchronized movie is then played to demonstrate the motion of these EdCs within the cardiac jelly during heart contraction. Movie is played back at 10fps.

Supplementary Movie 6 Cell organization in the cardiac jelly in *klf2a+/+* and *klf2a-/-* hearts. Z-stacks of *klf2a+/+* (top) and *klf2a-/-* (bottom) *fli:kaede* AVCs shows the organization of cells at 72hpf. The AVCs were photoconverted at 48hpf. Photoconverted cells are shown in magenta, non-photoconverted cells are shown in green.

## Figures and Tables

**Figure 1:**
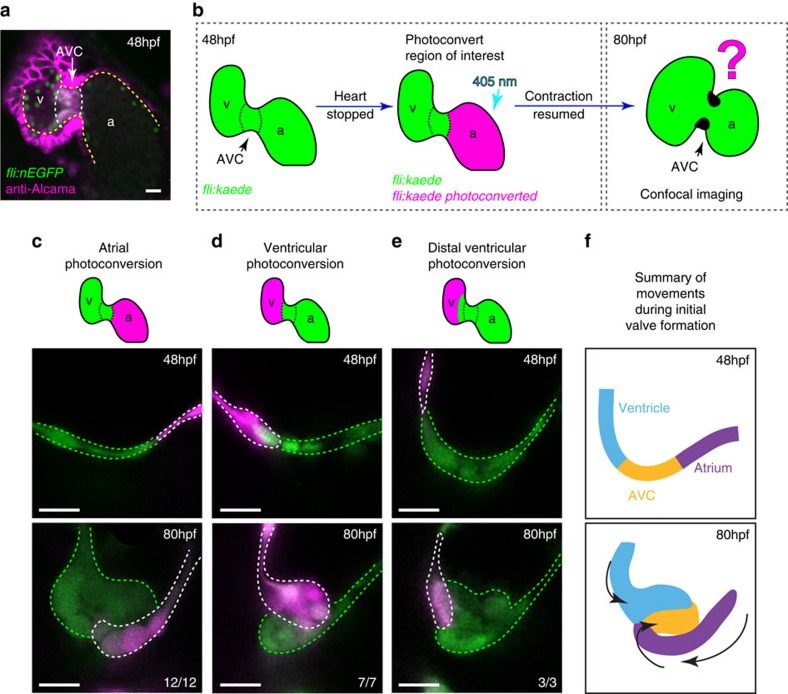
The cellular contribution of heart chambers to emerging valve leaflets. (**a**) anti-Alcama immunofluorescence analysis shows Alcama-positive EdCs in the AVC of *fli:nEGFP* hearts (white dotted line), used to define the cardiac chambers at 48 hpf. Yellow dashed line delineates the endocardium from the myocardium, which also stains positively for Alcama. v=ventricle, a=atrium, AVC=atrioventricular canal. (**b**) The experimental set-up for the photoconversion studies. Heart contraction was stopped in *fli:kaede* embryos at 48 hpf, the region of interest exposed to 405 nm light to convert kaede from a green to red (shown here to be the atrium, in magenta) fluorescent form and heart contraction was then resumed until 80 hpf. Stopped hearts were imaged at 80 hpf by confocal microscopy. (**c**) EdCs present in the atrium and Alcama-negative at 48 hpf lined the lumen of the AVC at 80 hpf (*n*=12/12, 3 experiments), while those in the ventricle contribute cells to the cardiac jelly (**d**; *n*=7/7, 3 experiments). Ventricular cells outside the ventricular inner curvature (distal ventricle) do not enter the cardiac jelly at 80 hpf (**e**; *n*=3/3, 2 experiments). In all cases only the superior valve leaflet is shown. (**f**) Schematic representation of the cellular contributions of each chamber to the emerging valve leaflet at 80 hpf. Atrial cells (purple) line the lumen of the AVC, while EdCs originating in the ventricular inner curvature (blue) and AVC (yellow) contribute cells to the cardiac jelly. Black arrows highlight the coordinated movements of the groups of cells. Scale bars, 10 μm.

**Figure 2:**
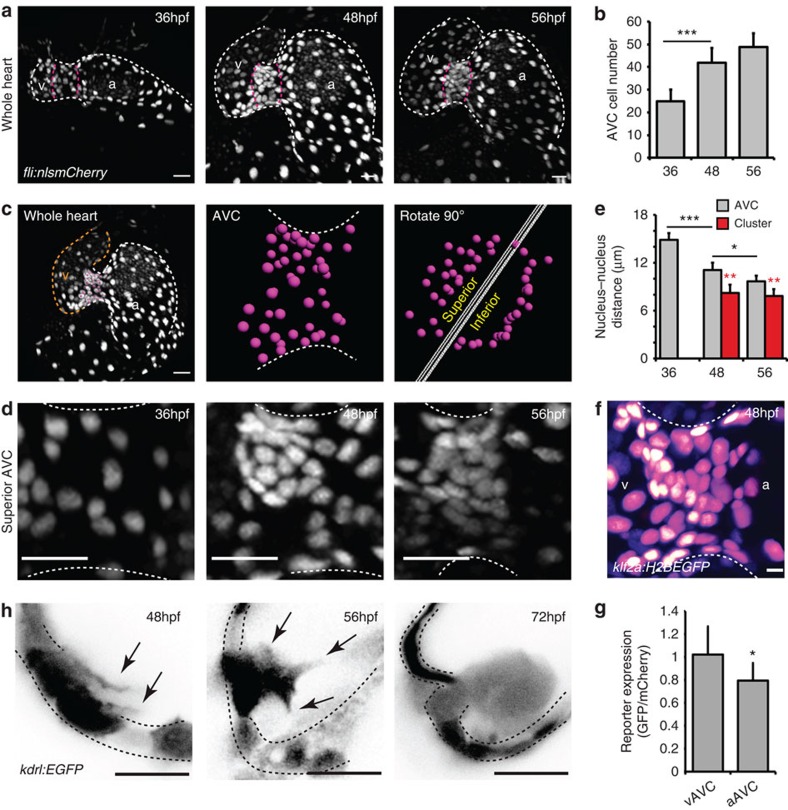
EdCs move into the cardiac jelly from a region of increased cell density. (**a**) *fli:nlsmCherry* hearts imaged at early stages of heart development show the organization of EdCs between 36 and 56 hpf. White dotted lines outline the endocardium. Magenta dotted lines mark the AVC. (**b**) Total AVC cell number quantification at 36, 48 and 56 hpf. (**c**) Demonstration of how the superior AVC is defined and presented in **d**: The nuclei of AVC EdCs are defined (magenta spots) from images of the whole heart (orange/v= ventricle; white/a=atrium), rotated 90 °C using Imaris software and then divided into two parts, the superior AVC (to be the upper leaflet) and the inferior AVC (to be the lower leaflet). Orthogonal views of the superior AVC are then shown to display nuclei organization in **d**. (**d**) Regional increases in cell density can be seen on the ventricular side of the AVC from 48 hpf (*n*=5 at each developmental stage). (**e**) Quantification of nucleus-nucleus distances within the AVC shows enhanced proximity of nuclei within the cluster region. No red bar at 36 hpf signifies the absence of a cluster at this stage. (**f**) *klf2a* expression pattern in the whole AVC at 48 hpf in the *klf2a:H2BEGFP* transgenic line shows enrichment of GFP signal on the ventricular side. The GFP signal is shown as FireLUT to aid visualization (white=highest intensity, black=no signal). (**g**) Relative reporter expression level in the ventricular (vAVC) and atrial (aAVC) regions of the AVC (*n*=10). (**h**) Imaging of *kdrl:EGFP* hearts demonstrates the presence of protrusions (black arrows) extending from the region of clustered cells towards the cardiac jelly at 48 hpf. Cells emanating into the cardiac jelly can be seen from 56 hpf. Protrusions are also still visible (black arrows). Groups of cells are present in the cardiac jelly by 72 hpf. Inverted images of the *kdrl:EGFP* signal are shown to aid visualization of the protrusive structures. Black dotted lines mark the EdCs layer. Error bars in all graphs represent the s.d. Student's *t*-test ***P<0.005, **P<0.01, *P<0.05. Scale bars, 10 μm; except in **f**: 2 μm.

**Figure 3:**
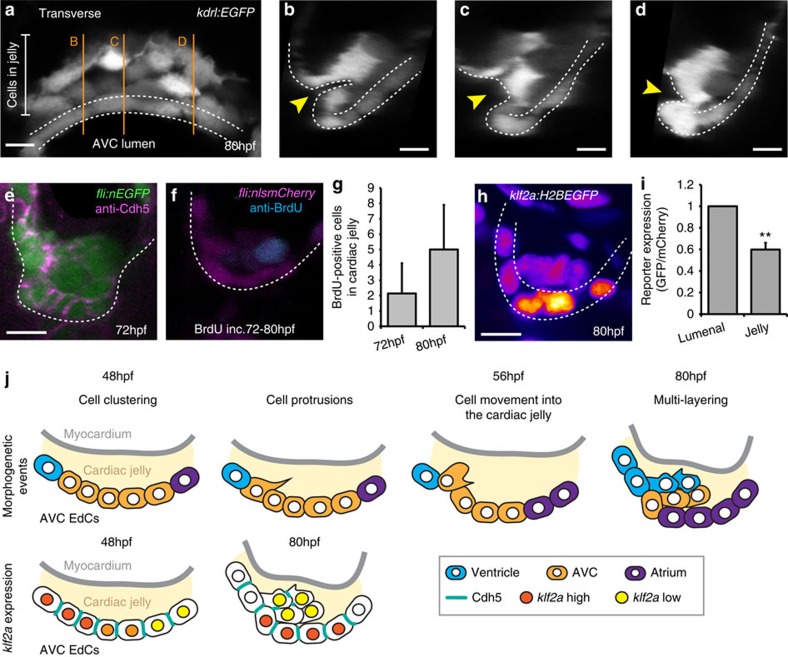
EdCs display distinct characteristics inside the cardiac jelly. (**a**) Transverse section of a *kdrl:EGFP* AVC at 80 hpf shows distinctive cell shapes within the AVC. Cells in the cardiac jelly have a mesenchymal morphology compared with those lining the lumen (enclosed in white dotted lines). Orange lines mark the positions of images i–iii. (**b**–**d**) white dotted line outlines the luminal EdCs and the yellow arrowheads highlight the deformation of the ventricular wall towards the cardiac jelly. The protrusive morphology of the cells within the cardiac jelly can also be observed. (**e**) Immunofluorescence analysis shows downregulation of Cdh5 between EdCs in the cardiac jelly (*n*=9). (**f**) anti-BrdU immunofluorescence following BrdU incubation between 72–80 hpf shows a BrdU-positive cell in the cardiac jelly. Shown is a single *z* slice. (**g**) Quantification of total numbers of BrdU-positive cells in the cardiac jelly at 72 hpf (BrdU incubation=56–72 hpf; *n*=7) and 80 hpf (BrdU incubation=72–80 hpf; *n*=5) (**h**) Imaging of the *klf2a:H2BEGFP* reporter line shows the *klf2a* expression pattern in the AVC at 80 hpf (GFP signal shown as FireLUT). (**i**) Normalized relative reporter expression levels in the EdCs exposed to the AVC lumen (lumenal) and those inside the cardiac jelly (jelly) (all cells in the superior AVC analysed from three embryos). Error bar represents the standard deviation. **P<0.01. (**j**) Model of the early stages of AVV formation. In the first series, cells are colour-coded to describe the morphogenetic events occurring during valve formation. Cells originating in the atrium (purple), AVC (yellow) and ventricle (blue) at 48 hpf and their relative positions at 80 hpf are shown. In the second series, Cdh5 and *klf2a* levels within the AVC are represented for the time points assessed. The myocardium is shown in grey and the cardiac jelly in pale yellow. Descriptions of the key stages at the relevant developmental time points are noted. Student's *t*-test ***P<0.005, **P<0.01, *P<0.05. Scale bars, 10 μm.

**Figure 4:**
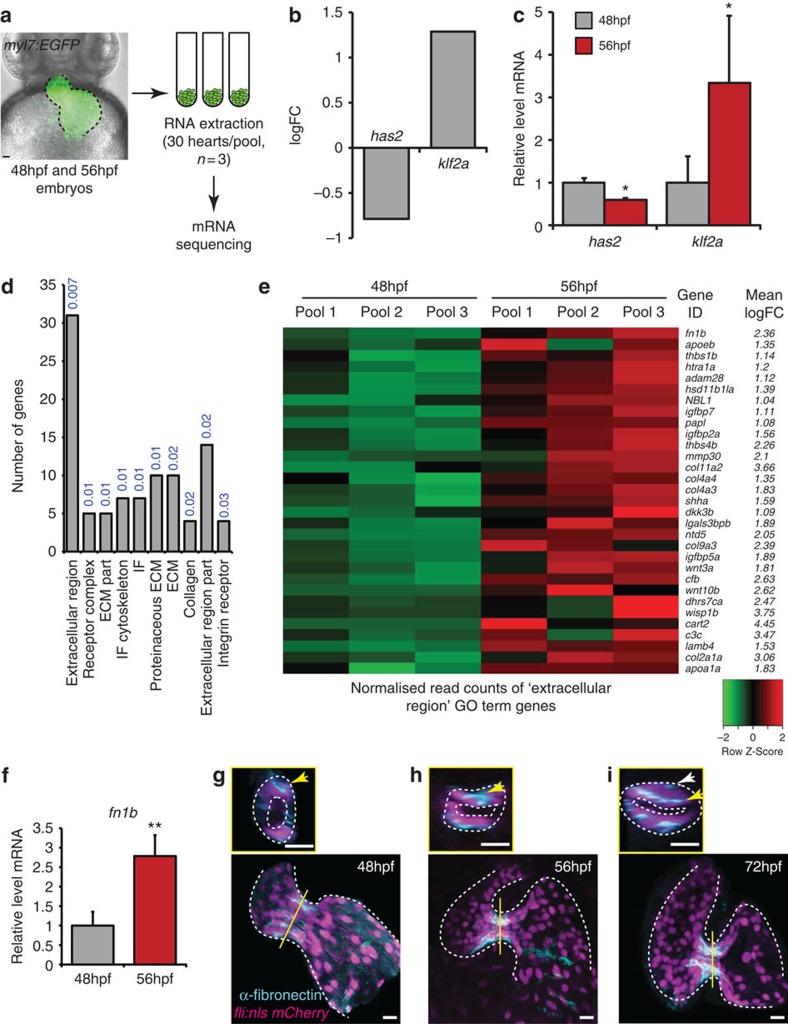
Transcriptome analysis identifies increased ECM protein gene expression during initial stages of valve formation. (**a**) Experimental set-up for mRNA sequencing. RNA was extracted from hearts of *myl7:EGFP* embryos dissected at 48 and 56 hpf, in pools of 30 (*n*=3). (**b**) Downregulation of *has2* and upregulation of *klf2a* transcripts, confirmed by qPCR (**c**), validated our approach. (**d**) Gene Ontology (GO) analysis based on cellular compartment terms of upregulated genes highlighted a significant enrichment of ECM-related terms. *P* values describing the significance of each term enrichment are shown in blue. (**e**) Specific analysis of the most significantly enriched group (the ‘extracellular region' term), highlighting, among others, elevated fibronectin1b expression between 48 and 56 hpf. (**f**) qPCR analysis of heart RNA confirms an increase in fn1b transcript levels between 48 and 56 hpf. (**g**–**i**) Immunofluorescence analysis shows fibronectin synthesis is localized to the AVC during early stages of valve formation (*n*=8 (48 hpf), *n*=11 (56 hpf) and *n*=7 (72 hpf)). Yellow lines mark the position of the transverse sections shown in small panels. Yellow arrows highlight enriched fibronectin-positive staining in the superior AVC. White arrow in small panel (**i**) points to fibronectin deposition on multiple cell layers. Student's *t*-test ***P<0.005, **P<0.01, *P<0.05. Scale bars, 10 μm.

**Figure 5:**
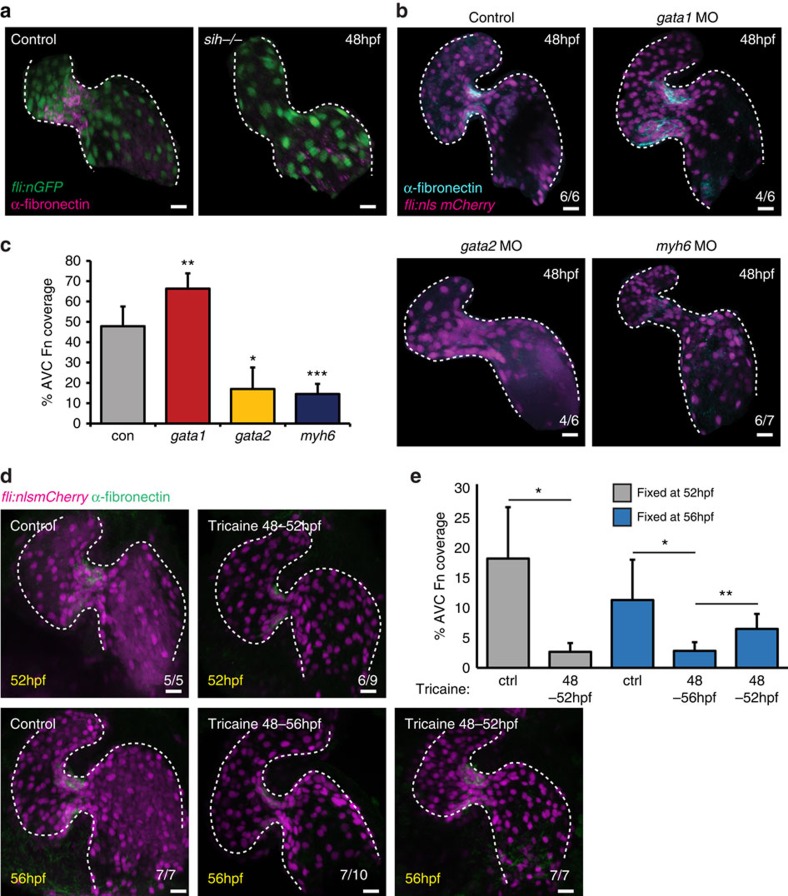
AVC-specific fibronectin synthesis is dependent on blood flow forces. (**a**) Fibronectin staining (magenta) is lost in the absence of heart contraction (*fli:nEGFP, sih*^*−/−*^ embryos) (*n*=6/6). (**b**) *fli:nlsmCherry* embryos injected with *gata1*, *gata2* or *myh6* morpholinos to alter blood flow forces were fixed at 48 hpf and anti-fibronectin immunofluorescence analysis was performed. Alterations in flow forces impacted fibronectin synthesis (cyan) in the AVC of *gata1*, *gata2* or *myh6* morphants. (**c**) Quantification of extent of fibronectin (Fn)-positive staining confirms an increase in *gata1* morphants and a reduction in both *gata2* and *myh6* morphants. (**d***) fli:nlsmCherry* (magenta) embryos were incubated with 0.1% tricaine between 48–52 and 48–56 hpf to stop heart contraction. When necessary, heart contraction was restored at 52 hpf by washing out tricaine and embryos were left to develop under normal conditions until 56 hpf. Yellow font shows embryonic age at fixation. Anti-fibronectin immunofluorescence (green) shows the flow-responsive nature of fibronectin in the AVC. (**e**) Quantification of extent of fibronectin-positive staining confirms the restoration of fibronectin synthesis following restoration of heart contraction. Control (ctrl) samples were not incubated in 0.1% tricaine. Student's *t*-test ***P<0.005, **P<0.01, *P<0.05. Scale bars, 10 μm.

**Figure 6:**
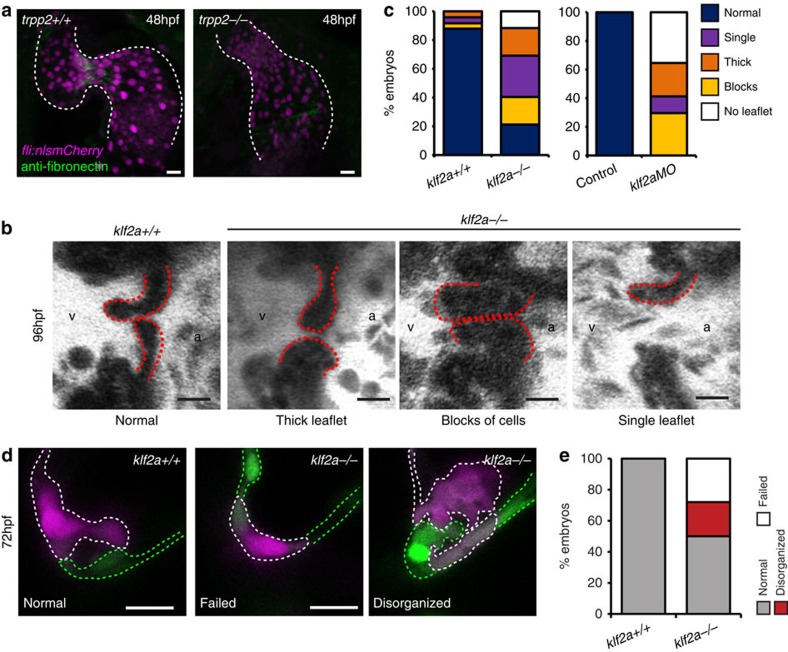
Characterization of *klf2a*^*−/−*^ mutants. (**a**) anti-fibronectin staining (green) is reduced in the AVC of *trpp2*^*−/−*^ mutants (12/12 *trpp2*^*+/+*^, 9/19 *trpp2*^*−/−*^). (**b**,**c**) A range of valvular defects were observed in *klf2a*^*−/−*^ mutant embryos at 96 hpf (*n*=25 *klf2a*^*+/+*^, *n*=48 *klf2a*^*−/−*^), similar to those observed in *klf2a*MO-injected embryos (**e**; *n*=20 control, *n*=17 *klf2a*MO). (**d**) Photoconversion of AVC EdCs at 48 hpf shows the organization of cells within the cardiac jelly to be affected by loss of *klf2a* (**d**,**e**; *n*=21 *klf2*^*+/+*^, *n*=32 *klf2a*^*−/−*^) at 72 hpf. Scale bars, 10 μm.

**Figure 7:**
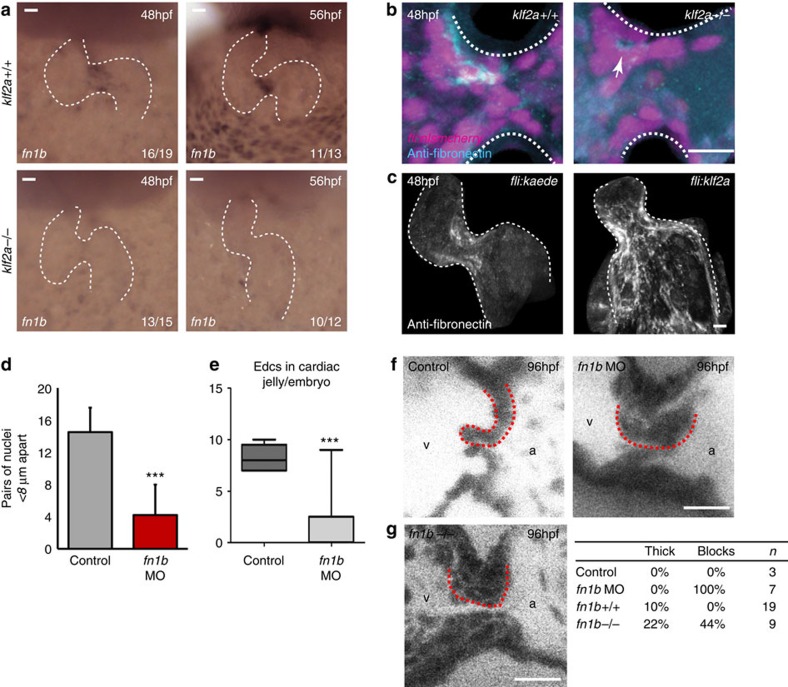
Klf2a expression regulates fibronectin synthesis in the AVC to drive valve formation. (**a**) *in situ* hybridization analysis shows the *fn1b* mRNA expression in the AVC of *klf2a*^*+/+*^ embryos, at 48 and 56 hpf, is lost in the majority of *klf2a*^*−/−*^ embryos. (**b**) Immunofluorescence analysis shows reduced fibronectin-positive staining (cyan) in the AVC of *klf2a*^*−/−*^ mutants (*n*=12 *klf2*^*+/+*^, *n*=18 *klf2a*^*−/−*^). A *z*-projection of the whole AVC is shown. (**c**) Forced expression of Klf2a in EdCs using the *Tg(fli:gal4FF*^*ubs*^*; UAS:klf2a)* line results in fibronectin-positive staining in the atrium and ventricle (*n*=12/16) compared with the AVC-specific staining pattern in controls (*n*=12/14) in at least three independent experiments. A *z*-projection of the whole heart is shown. (**d**) Analysis of *fn1b* morphants showed defective cell clustering in the superior AVC at 48 hpf (control *n*=6, *fn1b*MO *n*=5) and (**e**) reduced numbers of nuclei in the cardiac jelly at 72 hpf (control *n*=5, *fn1b*MO *n*=9). (**f**) Live imaging of valves at 96 hpf showed leaflets fail to form in *fn1b* morphants (controls *n*=3, *fn1b*MO *n*=7). Single frames from the live imaging are shown and red dotted lines outline the superior valve leaflet in each case. The ventricle (v) and atrium (a) are labelled for orientation. (**g**) Single frames from the live imaging of *fn1b*^*−/−*^ mutant hearts, quantification of the percentage of thick/blocked valves observed in *fn1b* MO, *fn1b*^*−/−*^ mutant hearts and their respective controls. Student's *t*-test ***P<0.005, **P<0.01, *P<0.05. Scale bars, 10 μm.

## References

[b1] BoselliF., FreundJ. B. & VermotJ. Blood flow mechanics in cardiovascular development. Cell. Mol. Life Sci. 72, 2545–2559 (2015).2580117610.1007/s00018-015-1885-3PMC4457920

[b2] FreundJ. B., GoetzJ. G., HillK. L. & VermotJ. Fluid flows and forces in development: functions, features and biophysical principles. Development 139, 1229–1245 (2012).2239573910.1242/dev.073593PMC3294433

[b3] HeisenbergC. P. & BellaicheY. Forces in tissue morphogenesis and patterning. Cell 153, 948–962 (2013).2370673410.1016/j.cell.2013.05.008

[b4] GuillotC. & LecuitT. Mechanics of epithelial tissue homeostasis and morphogenesis. Science 340, 1185–1189 (2013).2374493910.1126/science.1235249

[b5] MammotoT. & IngberD. E. Mechanical control of tissue and organ development. Development 137, 1407–1420 (2010).2038865210.1242/dev.024166PMC2853843

[b6] DietrichA. C., LombardoV. A., VeerkampJ., PrillerF. & Abdelilah-SeyfriedS. Blood flow and Bmp signaling control endocardial chamber morphogenesis. Dev. Cell 30, 367–377 (2014).2515885210.1016/j.devcel.2014.06.020

[b7] LiuJ. . A dual role for ErbB2 signaling in cardiac trabeculation. Development 137, 3867–3875 (2010).2097807810.1242/dev.053736PMC3049280

[b8] PeshkovskyC., TotongR. & YelonD. Dependence of cardiac trabeculation on neuregulin signaling and blood flow in zebrafish. Dev. Dyn. 240, 446–456 (2011).2124666210.1002/dvdy.22526

[b9] PeraltaM. . Heartbeat-driven pericardiac fluid forces contribute to epicardium morphogenesis. Curr. Biol. 23, 1726–1735 (2013).2395443210.1016/j.cub.2013.07.005

[b10] HoveJ. R. . Intracardiac fluid forces are an essential epigenetic factor for embryonic cardiogenesis. Nature 421, 172–177 (2003).1252030510.1038/nature01282

[b11] SabineA. . Mechanotransduction, PROX1, and FOXC2 cooperate to control connexin37 and calcineurin during lymphatic-valve formation. Dev. Cell. 22, 430–445 (2012).2230608610.1016/j.devcel.2011.12.020

[b12] MacGroganD. How to make a heart valve: from embryonic development to bioengineering of living valve substitutes. Cold Spring Harb. Perspect. Med. 4, a013912 (2014).2536801310.1101/cshperspect.a013912PMC4208706

[b13] WallingfordJ. B. Planar cell polarity and the developmental control of cell behavior in vertebrate embryos. Annu. Rev. Cell. Dev. Biol. 28, 627–653 (2012).2290595510.1146/annurev-cellbio-092910-154208

[b14] BackM., GasserT. C., MichelJ.-B. & CaligiuriG. Biomechanical factors in the biology of aortic wall and aortic valve diseases. Cardiovasc. Res. 99, 232–241 (2013).2345910310.1093/cvr/cvt040PMC3695745

[b15] SaulsK. . Developmental basis for filamin-A-associated myxomatous mitral valve disease. Cardiovasc. Res. 96, 109–119 (2012).2284370310.1093/cvr/cvs238PMC3444235

[b16] RichardsJ. M., FarrarE. J., KornreichB. G., MoïseN. S. & ButcherJ. T. The mechanobiology of mitral valve function, degeneration, and repair. J. Vet. Cardiol. 14, 47–58 (2012).2236657210.1016/j.jvc.2012.01.002PMC3586284

[b17] OdelinG. . Loss of Krox20 results in aortic valve regurgitation and impaired transcriptional activation of fibrillar collagen genes. Cardiovasc. Res. 104, 443–455 (2014).2534436810.1093/cvr/cvu233

[b18] LagendijkA. K., SzaboA., MerksR. M. & BakkersJ. Hyaluronan: a critical regulator of endothelial-to-mesenchymal transition during cardiac valve formation. Trends Cardiovasc. Med. 23, 135–142 (2013).2329508210.1016/j.tcm.2012.10.002

[b19] BazigouE. . Integrin-alpha9 is required for fibronectin matrix assembly during lymphatic valve morphogenesis. Dev. Cell 17, 175–186 (2009).1968667910.1016/j.devcel.2009.06.017PMC2747264

[b20] BoselliF. & VermotJ. Live imaging and modeling for shear stress quantification in the embryonic zebrafish heart. Methods 94, 129–134 (2015).2639081110.1016/j.ymeth.2015.09.017

[b21] HuiskenJ. & StainierD. Y. Selective plane illumination microscopy techniques in developmental biology. Development 136, 1963–1975 (2009).1946559410.1242/dev.022426PMC2685720

[b22] LenardA. . Endothelial cell self-fusion during vascular pruning. PLoS Biol. 13, e1002126 (2015).2588442610.1371/journal.pbio.1002126PMC4401649

[b23] MahouP., VermotJ., BeaurepaireE. & SupattoW. Multicolor two-photon light-sheet microscopy. Nat. Methods 11, 600–601 (2014).2487457010.1038/nmeth.2963

[b24] HeckelE. . Oscillatory flow modulates mechanosensitive klf2a expression through trpv4 and trpp2 during heart valve development. Curr. Biol. 25, 1354–1361 (2015).2595996910.1016/j.cub.2015.03.038

[b25] VermotJ. . Reversing blood flows act through klf2a to ensure normal valvulogenesis in the developing heart. PLoS Biol. 7, e1000246 (2009).1992423310.1371/journal.pbio.1000246PMC2773122

[b26] BeisD. . Genetic and cellular analyses of zebrafish atrioventricular cushion and valve development. Development 132, 4193–4204 (2005).1610747710.1242/dev.01970

[b27] LieblingM. . Rapid three-dimensional imaging and analysis of the beating embryonic heart reveals functional changes during development. Dev. Dyn. 235, 2940–2948 (2006).1692149710.1002/dvdy.20926

[b28] ScherzP. J., HuiskenJ., Sahai-HernandezP. & StainierD. Y. High-speed imaging of developing heart valves reveals interplay of morphogenesis and function. Development 135, 1179–1187 (2008).1827259510.1242/dev.010694

[b29] HuangH. T. . A network of epigenetic regulators guides developmental haematopoiesis *in vivo*. Nat. Cell. Biol. 15, 1516–1525 (2013).2424047510.1038/ncb2870PMC3959952

[b30] SehnertA. J. . Cardiac troponin T is essential in sarcomere assembly and cardiac contractility. Nat. Genet. 31, 106–110 (2002).1196753510.1038/ng875

[b31] KalogirouS. . Intracardiac flow dynamics regulate atrioventricular valve morphogenesis. Cardiovasc. Res. 104, 49–60 (2014).2510076610.1093/cvr/cvu186PMC4271066

[b32] WangL. . A blood flow-dependent klf2a-NO signaling cascade is required for stabilization of hematopoietic stem cell programming in zebrafish embryos. Blood 118, 4102–4110 (2011).2184948310.1182/blood-2011-05-353235

[b33] NicoliS. . MicroRNA-mediated integration of haemodynamics and Vegf signalling during angiogenesis. Nature 464, 1196–1200 (2010).2036412210.1038/nature08889PMC2914488

[b34] von GiseA. & PuW. T. Endocardial and epicardial epithelial to mesenchymal transitions in heart development and disease. Circ. Res. 110, 1628–1645 (2012).2267913810.1161/CIRCRESAHA.111.259960PMC3427736

[b35] ChiplunkarA. R. . Kruppel-like factor 2 is required for normal mouse cardiac development. PloS One 8, e54891 (2013).2345745610.1371/journal.pone.0054891PMC3573061

[b36] LagendijkA. K., GoumansM. J., BurkhardS. B. & BakkersJ. MicroRNA-23 restricts cardiac valve formation by inhibiting Has2 and extracellular hyaluronic acid production. Circ. Res. 109, 649–657 (2011).2177842710.1161/CIRCRESAHA.111.247635

[b37] BellasE. & ChenC. S. Forms, forces, and stem cell fate. Curr. Opin. Cell Biol. 31, 92–97 (2014).2526966810.1016/j.ceb.2014.09.006PMC4252586

[b38] EnglerA. J., SenS., SweeneyH. L. & DischerD. E. Matrix elasticity directs stem cell lineage specification. Cell 126, 677–689 (2006).1692338810.1016/j.cell.2006.06.044

[b39] McBeathR., PironeD. M., NelsonC. M., BhadrirajuK. & ChenC. S. Cell shape, cytoskeletal tension, and RhoA regulate stem cell lineage commitment. Dev. Cell 6, 483–495 (2004).1506878910.1016/s1534-5807(04)00075-9

[b40] TrappmannB. . Extracellular-matrix tethering regulates stem-cell fate. Nat. Mater. 11, 642–649 (2012).2263504210.1038/nmat3339

[b41] AlbuschiesJ. & VogelV. The role of filopodia in the recognition of nanotopographies. Sci. Rep. 3, 1658 (2013).2358457410.1038/srep01658PMC3625890

[b42] ThodetiC. K. . TRPV4 channels mediate cyclic strain-induced endothelial cell reorientation through integrin-to-integrin signaling. Circ. Res. 104, 1123–1130 (2009).1935959910.1161/CIRCRESAHA.108.192930PMC2754067

[b43] CompagnonJ. . The notochord breaks bilateral symmetry by controlling cell shapes in the zebrafish laterality organ. Dev. Cell 31, 774–783 (2014).2553591910.1016/j.devcel.2014.11.003

[b44] DinaC. . Genetic association analyses highlight biological pathways underlying mitral valve prolapse. Nat. Genet. 47, 1206–1211 (2015).2630149710.1038/ng.3383PMC4773907

[b45] DurstR. . Mutations in DCHS1 cause mitral valve prolapse. Nature 525, 109–113 (2015).2625830210.1038/nature14670PMC4720389

[b46] LevineR. A. . Mitral valve disease-morphology and mechanisms. Nat. Rev. Cardiol. 12, 689–710 (2015).2648316710.1038/nrcardio.2015.161PMC4804623

[b47] JingL. . Adenosine signaling promotes hematopoietic stem and progenitor cell emergence. J. Exp. Med. 212, 649–663 (2015).2587020010.1084/jem.20141528PMC4419349

[b48] KimP. G. . Flow-induced protein kinase A-CREB pathway acts via BMP signaling to promote HSC emergence. J. Exp. Med. 212, 633–648 (2015).2587020110.1084/jem.20141514PMC4419355

[b49] DiazM. F. . Biomechanical forces promote blood development through prostaglandin E2 and the cAMP-PKA signaling axis. J. Exp. Med. 212, 665–680 (2015).2587019910.1084/jem.20142235PMC4419354

[b50] HsuY. C., LiL. & FuchsE. Emerging interactions between skin stem cells and their niches. Nat. Med. 20, 847–856 (2014).2510053010.1038/nm.3643PMC4358898

[b51] ShyerA. E., HuyckeT. R., LeeC., MahadevanL. & TabinC. J. Bending gradients: how the intestinal stem cell gets its home. Cell 161, 569–580 (2015).2586548210.1016/j.cell.2015.03.041PMC4409931

[b52] HerwigL. . Distinct cellular mechanisms of blood vessel fusion in the zebrafish embryo. Curr. Biol. 21, 1942–1948 (2011).2207911510.1016/j.cub.2011.10.016

[b53] RomanB. L. . Disruption of acvrl1 increases endothelial cell number in zebrafish cranial vessels. Development 129, 3009–3019 (2002).1205014710.1242/dev.129.12.3009

[b54] JinS. W., BeisD., MitchellT., ChenJ. N. & StainierD. Y. Cellular and molecular analyses of vascular tube and lumen formation in zebrafish. Development 132, 5199–5209 (2005).1625121210.1242/dev.02087

[b55] HuangC. J., TuC. T., HsiaoC. D., HsiehF. J. & TsaiH. J. Germ-line transmission of a myocardium-specific GFP transgene reveals critical regulatory elements in the cardiac myosin light chain 2 promoter of zebrafish. Dev. Dyn. 228, 30–40 (2003).1295007710.1002/dvdy.10356

[b56] GallowayJ. L., WingertR. A., ThisseC., ThisseB. & ZonL. I. Loss of gata1 but not gata2 converts erythropoiesis to myelopoiesis in zebrafish embryos. Dev. Cell 8, 109–116 (2005).1562153410.1016/j.devcel.2004.12.001

[b57] EdgarR., DomrachevM. & LashA. E. Gene Expression Omnibus: NCBI gene expression and hybridization array data repository. Nucleic Acids Res. 30, 207–210 (2002).1175229510.1093/nar/30.1.207PMC99122

[b58] TrapnellC., PachterL. & SalzbergS. L. TopHat: discovering splice junctions with RNA-Seq. Bioinformatics. 25, 1105–1111 (2009).1928944510.1093/bioinformatics/btp120PMC2672628

[b59] AndersS. HTSeq: Analysing high-throughput sequencing data with Python. Available at: http://www-huber.embl.de/users/anders/HTSeq (2014).10.1093/bioinformatics/btac166PMC911335135561197

[b60] RobinsonM. D. & OshlackA. A scaling normalization method for differential expression analysis of RNA-seq data. Genome Biol. 11, R25 (2010).2019686710.1186/gb-2010-11-3-r25PMC2864565

[b61] McCarthyD. J., ChenY. & SmythG. K. Differential expression analysis of multifactor RNA-Seq experiments with respect to biological variation. Nucleic Acids Res. 40, 4288–4297 (2012).2228762710.1093/nar/gks042PMC3378882

[b62] RobinsonM. D., McCarthyD. J. & SmythG. K. edgeR: a bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics 26, 139–140 (2010).1991030810.1093/bioinformatics/btp616PMC2796818

[b63] BenjaminiY. & HochbergY. Controlling the false discovery rate: a practical and powerful approach to multiple testing. J. R. Stat. Soc. 57, 289–300 (1995).

[b64] Huang, daW., ShermanB. T. & LempickiR. A. Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat. Protoc. 4, 44–57 (2009).1913195610.1038/nprot.2008.211

[b65] BlumY. . Complex cell rearrangements during intersegmental vessel sprouting and vessel fusion in the zebrafish embryo. Dev. Biol. 316, 312–322 (2008).1834230310.1016/j.ydbio.2008.01.038

[b66] ThisseC. & ThisseB. High-resolution *in situ* hybridization to whole-mount zebrafish embryos. Nat. Protoc. 3, 59–69 (2008).1819302210.1038/nprot.2007.514

# Supplementary material for: klf2a couples mechanotransduction and zebrafish valve morphogenesis through fibronectin synthesis
**Source:** Nat Commun. 2016 May 25;7:11646. doi: 10.1038/ncomms11646
**Supplement:** Supplementary Information — Supplementary Figures 1-5

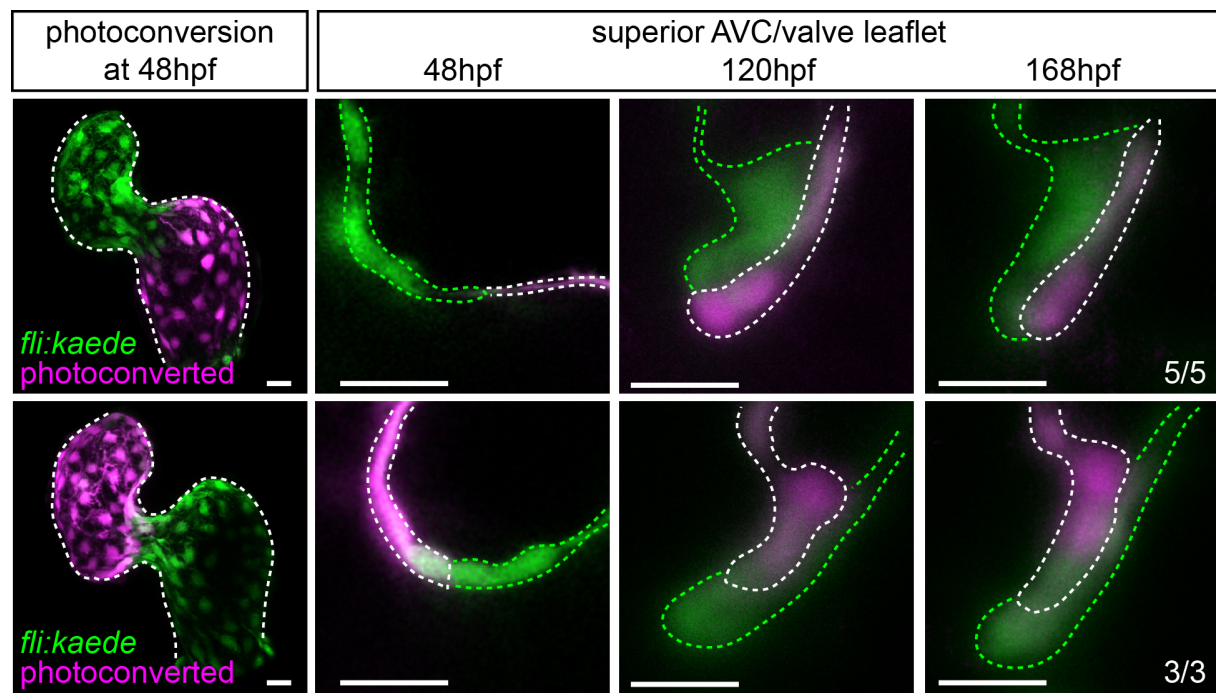

**Supplementary Figure 1 – Contribution of atrial and ventricular cells to the AV valve leaflets at later stages.** Endocardial cells of the atrium or ventricle were photoconverted at 48hpf as shown, and then allowed to develop normally. Hearts were briefly stopped for imaging at 120hpf and 168hpf. No mixing of atrial and ventricular cells was observed in the superior valve leaflet at these later stages. Atrial cells lined the atrial side of the valve leaflet at 120hpf and 168hpf, and ventricular cells lined the ventricular side. Images shown are from the same hearts at 48hpf, 120hpf and 168hpf. White-dotted lines mark the cells containing photoconverted kaede (magenta). Green-dotted lines mark the cells containing non-photoconverted kaede (green). Scale bars: 10  $\mu$ m.

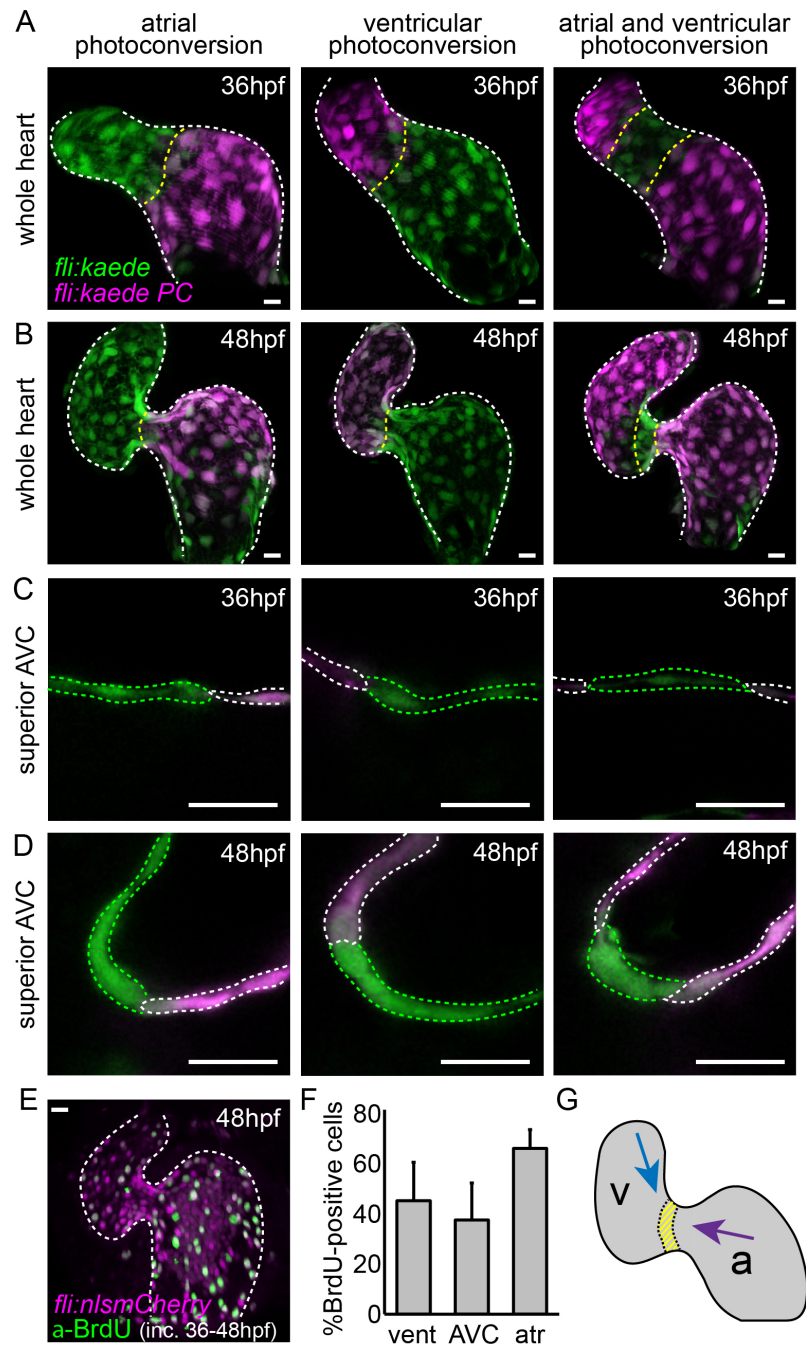

**Supplementary Figure 2 – Cell movements and proliferation may contribute to increased AVC cell density at 48hpf.** (A) Kaede-expressing cells in the atrium, ventricle, or both at 36hpf were photoconverted (photoconverted = magenta; non-photoconverted = green) and the hearts were allowed to develop normally until 48hpf. (B) Imaging stopped hearts at 48hpf showed photoconverted cells of the atrium to be in the AVC at 48hpf. Cells of the ventricle are present in the ventricular inner curvature at 48hpf. (E) Incubation of embryos with BrdU between 36hpf and 48hpf followed by anti-BrdU immunofluorescence analysis demonstrated the presence of BrdU-positive cells (green) in both chambers of the heart. (F) Quantification of BrdU-positive cells in the ventricle, AVC and atrium (n=8). (G) Representation of the movement of cells from the atrium (purple arrow) and the ventricle (blue arrow) between 36hpf and 48hpf. The yellow region represents cells from the AVC of the 36hpf heart, which cluster together on the ventricular side of the AVC at 48hpf. Error bar represents the standard deviation. Scale bars: 10  $\mu$ m.

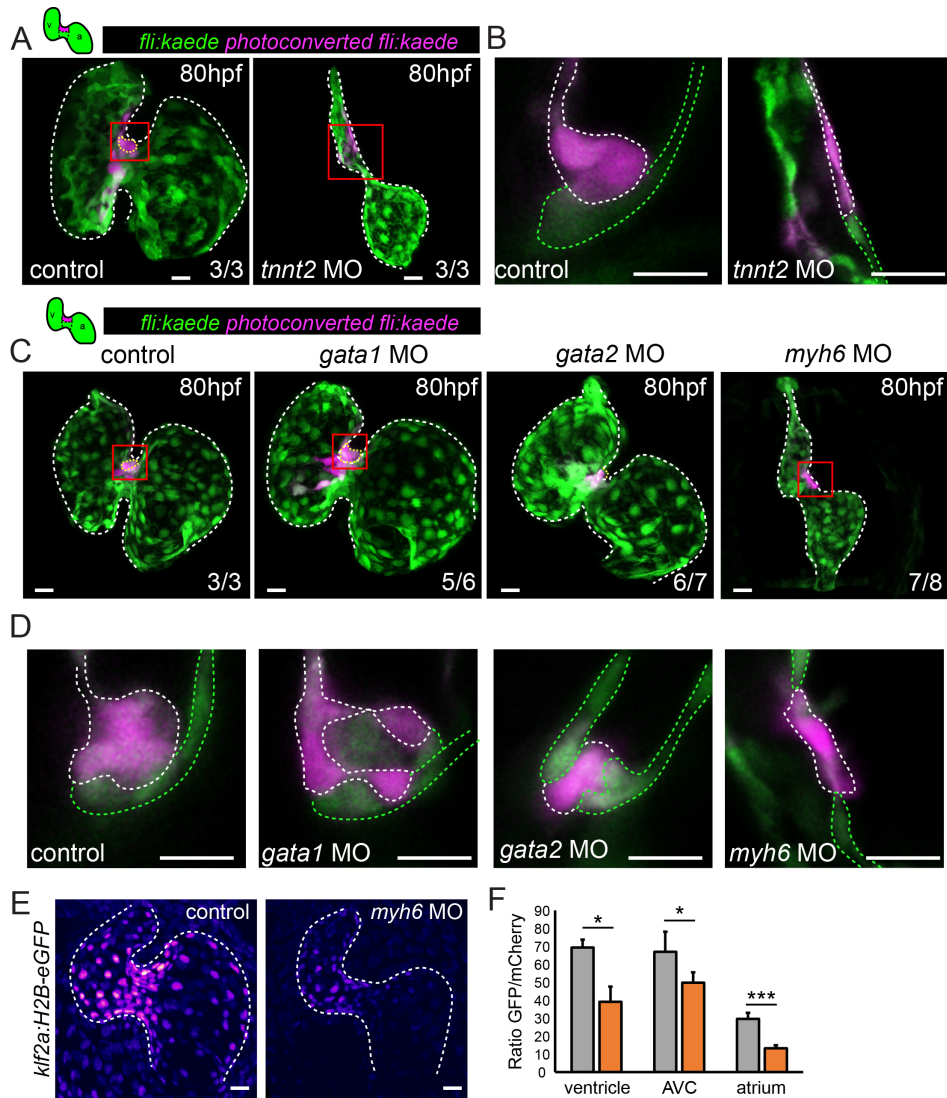

**Supplementary Figure 3 – Defects in multi-layering occur in the presence of abnormal flow.** Cells in the superior AVC of *Tg(fli:kaede)* embryos injected as shown were photoconverted in the superior AVC (schematic shown) at 48hpf and allowed to develop until 80hpf in all panels. (A) In *tnnt2a*MO-injected hearts, lacking heart contraction, multi-layering failed to occur by 80hpf (n=3 control, n=3 *tnnt2a*MO). Boxed red areas in (A) are shown in (B). Photoconverted cells remained in the single-layered endocardium. White dashed line highlights the photoconverted cells of the superior AVC. (C) Many cells were observed in the cardiac jelly of *gata1*MO-injected hearts (yellow dashed line highlights cells in the cardiac jelly) and intermingling of non-photoconverted (green) and photoconverted (magenta) cells was sometimes observed (n=3/6) (D). Boxed red areas from (C) are shown in (D). In contrast, multi-layering was impaired in *gata2*MO-injected and failed to occur in *myh6* MO-injected embryos. n=3 control, n=6 *gata1*MO, n=7 *gata2*MO, n=8 *myh6* MO. Green dashed line highlights the non-photoconverted cells of the superior AVC. (E and F) Quantification of GFP signal intensity in *klf2a:H2B-eGFP* embryos demonstrates reduced *klf2a* expression in *myh6* MO hearts (n=4 control hearts, n=3 *myh6*MO hearts). Error bar represents the standard deviation. Scale bars: 10  $\mu$ m.

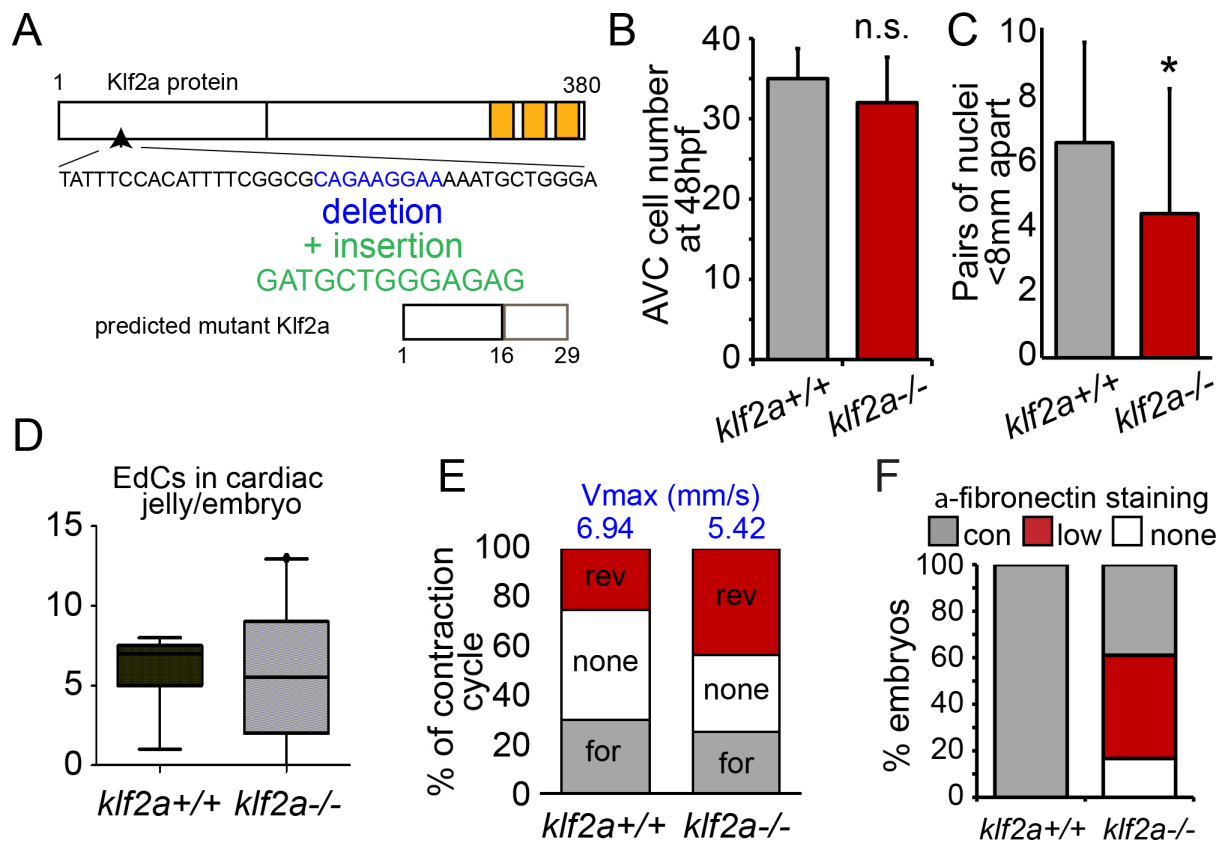

**Supplementary Figure 4 – Characterisation of *klf2a*<sup>-/-</sup> mutants** (A) Expanded nucleotide sequence shows the identity of the deletion (CAGAAGGAA) and concomitant insertion (GATGCTGGGAGAG) in the *klf2a* gene and its location in the Klf2a protein in our *klf2a* mutants. Computational translation predicts the translation of the first 16 amino acids of Klf2a, followed by an additional 13 amino acids and a premature stop codon. (B) Quantification of cell numbers in the AVC of *klf2a*<sup>+/+</sup> (n=11) and *klf2a*<sup>-/-</sup> (n=12) embryos at 48hpf showed no significant difference at the onset of valve formation. (C) Analysis of cell clustering showed fewer pairs of cells <8μm apart in *klf2a*<sup>-/-</sup> (n=12) compared to *klf2a*<sup>+/+</sup> controls (n=9). (D) Cell numbers in the cardiac jelly are altered in *klf2a*<sup>-/-</sup> mutants (n=8 *klf2a*<sup>+/+</sup>, n=13 *klf2a*<sup>-/-</sup>). Horizontal line shows the mean value, whiskers show the maximum and minimum values. (E) The flow profile was assessed by tracking red blood cells through the AVC in 3 consecutive heartbeats in *klf2a*<sup>+/+</sup> and *klf2a*<sup>-/-</sup> embryos. The average proportion of forward (for), reversing (rev) and no flow (none) within the AVC is shown (n=2 and 3 embryos, respectively). The average maximum velocity (Vmax) in mm/s is also shown (blue text). (F) Quantification of the % embryos displaying different levels of anti-Fibronectin staining in *klf2a*<sup>-/-</sup> mutants and controls. Error bar represents the standard deviation.

How the deposited data were processed for this re-analysis (not part of the article)

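RNA was measured in 6 pools of 30 dissected zebrafish hearts, 3 pools at 48 hpf and 3 at 56 hpf. The authors aligned the reads to the Zv9 assembly with Tophat, kept uniquely aligned reads, counted them on genes with HTSeq and Ensembl annotation, and deposited for each gene and library a signal, the read count divided by a size factor. The files give Ensembl gene identifiers, gene names and descriptions, and gene names were taken from them. The values of the 29978 genes were whole multiples of the value of 1 read in each library, and 100% of the values came out as whole reads. The paper's text does not name the libraries that entered the authors' size factors; relative to factors drawn from these 6 libraries, the deposited factors were 0.914 to 1.00 times as large.

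The test fixed before the data were examined was edgeR's quasi-likelihood test, on the assumption that the files held counts. They held normalized values, so the main test became limma on log2(normalized count + 1). The normalized counts it used were the recovered reads divided by the size factors drawn here. The count tests on the recovered reads are alternatives. The change of main test followed from the unit of the files and was made before any fit was run. Since whole reads were recovered, the planned test could be run too, and with the block it called 156 genes. Size factors were drawn by the median of ratios (RLE in edgeR), genes were kept by filterByExpr with a minimum count of 10 and a minimum total of 15, and limma was run with a trend in the prior variance and the replicate number as a block. p-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. The versions were R 4.3.3, limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0. The replicate numbers come from the sample labels, and the block follows the methods, which adjust for differences between experiments without naming them; that the replicate number is the experiment is an inference. Same-numbered pools are different embryos.

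Reads counted per library ranged from 14369087 to 26942838, and a gene was taken as at or under the floor of detection at 3 reads or fewer. With 3 pools against 3, an exact two-sided permutation test cannot give a p under 0.1.

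Gene sets were fixed before the data were examined: 8 sets of marker genes (cartilage, liver and yolk, neural, epidermis, skeletal muscle, blood, myocardium and endocardium), tested with limma's camera with an inter-gene correlation of 0.01, and 4 families by symbol, tested with two-sided Fisher's exact test against all genes tested. A few symbols that match a family pattern but belong to other genes (*col4a3bpa*, *itgb1bp1*, *itgbl1* and *krtcap2*) were left out, and 2 symbols (*cki* and *if1*) were dropped from the list for the intermediate filament family, after the gene names were seen and before any family result was computed. No table of Gene Ontology terms was used here, so the terms of Fig. 4d were not recomputed. The genes named are those the paper names or lists in Fig. 4e, the 5 with the largest rise and the 5 with the largest fall among genes with an adjusted p under 0.05, the same sign in all 3 same-numbered pairs and at least 50 reads in each library of the higher stage, and members of the sets and families.

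The fits were tested on simulated data. Negative binomial counts were drawn for the 20805 genes from the means, dispersions and library sizes of the real samples, with 200 genes changed 4-fold, in 5 simulations. limma with the block recovered 61.5% of the changed genes with 9.29% false calls, edgeR's quasi-likelihood test 60.7% with 8.17%, edgeR's likelihood ratio test 77.1% with 27.3%, DESeq2 73.9% with 23.7%, and edgeR's exact test without the block 76.5% with 22.5%. limma without the block recovered 63.6% with 7.96% false calls, and the likelihood ratio test without the block 77% with 25.0%. The simulated counts held no replicate effect, so they cannot show whether the block helps in the real pools. A set of changed genes was detected by camera and by Fisher's exact test in 5 of 5 simulations, and a random set in 0. The simulated genes were drawn independently, so this does not test sets whose genes vary together between pools.

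Alternatives fixed before the data were examined were TMM normalization, edgeR's likelihood ratio test, DESeq2, the fit without the block, edgeR's exact test, no filter on low counts, at least 10 counts in every sample, counts thinned to the smallest library, genes above 1% of any library left out, a threshold of 0.01, for the families no limit on the fold change, each replicate number left out, and each single sample left out without the block. Chosen after seeing the data were the deposited scale with and without the block, pseudocounts of 0.5 and 10, edgeR's quasi-likelihood test with and without the block on the recovered reads, and the likelihood ratio test without the block. These were listed after their numbers of genes, and their values for *has2*, *klf2a* and *fn1b*, had been seen in a first look, and none replaced the main test. A correction for GC content and length was not run, since no genome was used here. No coordinates are given, because the annotation to hand is of another assembly than Zv9.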

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

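The tests of explanations in this part were chosen after the results were seen, apart from the marker sets and their test; the limits of the tests of scaling and depth were set with the medians known, and the sets outside the heart were known to be higher when they were tested against the heart sets.

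Markers of skeletal muscle were higher at 56 hpf, in a comparison of hearts. Their median log2 fold change was 3.09 (14 of 16 genes higher, 10 with an adjusted p under 0.05 by limma, camera adjusted p over 8 sets = 1.62e-11). Each 56 hpf pool had a higher mean over the set than each 48 hpf pool. The paper does not discuss these genes. Depth does not account for it, since thinned counts gave 3.01. The smallest median under 4 scalings was 3.09, but the scalings differ too little to test scaling as an explanation, here and for the sets below; the medians are relative to the genes at large. Reads shared with cardiac paralogs would raise the myocardium set too, and that set had a median of -0.56. Among the 4 splits of the pools that part all 3 same-numbered pairs, 1 gave as large a median, the real one, which is the least such splits can give. The other 6 splits part a single pair, so that under the block they repeat the comparison of the stages within that pair and are no other groupings. RNA from tissue outside the heart was tested on other sets: the 52 genes of the cartilage, liver and yolk, neural and epidermis sets had a median log2 fold change higher by 1.44 than the 30 genes of the heart sets, above 100% of 10000 random lists matched on mean expression. The neural set on its own was not detectably higher (0.26, camera adjusted p = 0.157, 9 of 12 genes higher), but was with at least 10 counts in every sample (0.52, adjusted p = 0.0272). In the replicate 1 pair the mean over the muscle set rose from -1.79 to 1.16 relative to the 6 pools and those of cartilage and of liver and yolk rose too, but epidermis went from 0.04 to 0.10 and myocardium from -0.60 to -0.07, a rise that dilution of heart RNA would not give. The muscle genes did not rise alike, with log2 fold changes from -0.30 for *acta1b* to 5.87 for *myhz2*. More of non-heart tissues in the 56 hpf pools may account for the muscle signal. A change of expression between the stages, within the heart or within carried-over tissue, cannot be told apart from it here. GC content and gene length were not tested for this or the other sets.

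The cartilage, liver and yolk, and epidermis markers were also higher at 56 hpf. The median log2 fold change was 1.03 for cartilage (9 of 14 genes higher, camera adjusted p = 0.00267 with limma), 1.09 for liver and yolk (13 of 14, adjusted p = 0.00267) and 1.19 for epidermis (11 of 12, adjusted p = 6.46e-04). Under 4 scalings the smallest medians were 1.03, 1.09 and 1.19, and with thinned counts the medians were 1.03, 1.00 and 1.19, so depth does not account for them. The mean over the set was higher at 56 hpf in 3 of 3 same-numbered pairs for cartilage and epidermis, and in 2 of 3 for liver and yolk. Of 4 splits that part all same-numbered pairs, 1 gave as large a median for cartilage, 2 for liver and yolk and 1 for epidermis, so the liver and yolk difference was matched by another grouping of the pools. With the set in question left out, the remaining non-heart sets stood above the heart sets by 1.6 for cartilage, 1.57 for liver and yolk and 1.56 for epidermis, each above 100% of the random lists. The cartilage genes did not rise alike, with a log2 fold change of 5.92 for *matn1* and -0.34 for *sox9a*. RNA from other tissues in the 56 hpf pools is a candidate explanation for each set. A change of expression between the stages, within the heart or within carried-over tissue, was not separated from it. The collagen genes *col2a1a*, *col9a3* and *col11a2* of Fig. 4e belong to the cartilage set, and *apoa1a* to the liver and yolk set.

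Blood markers were lower at 56 hpf. Their median log2 fold change was -1.6 (17 of 18 genes lower, 7 with an adjusted p under 0.05 by limma, camera adjusted p = 1.35e-09); *ca2* was the exception, with a rise of 2.76 (adjusted p = 0.0229 from limma), and each 56 hpf pool had a lower mean over the set than each 48 hpf pool. The median nearest 0 under 4 scalings was -1.47, thinned counts gave -1.6, and 1 of 4 splits that part all pairs gave as large a median. Dilution by RNA from other tissues would lower blood and heart genes alike. The blood median was below that of the heart sets (difference -1.07), below the 5th percentile of random lists (-0.26), so dilution alone does not account for it. Less blood in the 56 hpf hearts, or a change in blood cells between the stages, may lie behind it; with so few splits, their count cannot settle whether the grouping arose by chance.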

How the results depend on the processing

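The tests of the likelihood ratio calls and of the splits for Fig. 4e and collagen genes were chosen after the results were seen.

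The counts of genes changed with the test, the filter and the threshold. The 225 genes with an adjusted p under 0.05 (limma, Benjamini-Hochberg) became 1741 by edgeR's likelihood ratio test, 1496 by DESeq2, 1642 by edgeR's exact test, 346 with no filter, 137 with at least 10 counts in every sample and 27 at an adjusted p under 0.01. The 181 higher with a log2 fold change above 1 became 1091 by the likelihood ratio test, 1031 by DESeq2, 1011 by the exact test, 107 with at least 10 counts in every sample and 25 at an adjusted p under 0.01. The 5 Fig. 4e genes became 29 by the likelihood ratio test, 29 by DESeq2 and 25 by the exact test. The cause was not tested beyond simulation. Of the likelihood ratio test's simulated calls, 27.3% were false against 9.29% of limma's, both above the nominal 5%. Over 5 simulations 289 of its 1060 calls were false, against 63 of 678. With 200 genes changed, the simulation does not show what share of the larger number in the real data is false. TMM, thinning and leaving out genes above 1% of a library kept these counts within 1.5 times, as did the deposited scale, pseudocounts of 0.5 and 10 and the quasi-likelihood test with the block, chosen after seeing the data. On the deposited scale 86.3% of calls were higher at 56 hpf, against 80.4%.

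Without the replicate block the number of changed genes was 560 (207 of the 225 kept), the number higher with a log2 fold change above 1 419 and the Fig. 4e count 9. Added after seeing the data, the quasi-likelihood test without the block gave 516, 389 and 8, the likelihood ratio test without it 1755, 1071 and 25, and the deposited scale without it 831, 685 and 15. Without the block, the median log2 fold change of the liver and yolk set stayed 1.09 but camera's adjusted p was 0.0675, and on the deposited scale without it the median was 1.22 and the adjusted p 0.189 (from 3.19e-09 to 0.499 over all alternatives). The deviations of same-numbered pools from their stage means had a mean correlation across genes of 0.0562 (0.0797 with at least 10 counts in every sample), and those of differently numbered pools -0.0262. By replicate number it was 0.0289, 0.194 and -0.0541 for 1, 2 and 3, so across genes at large the numbers pair the pools weakly if at all, replicate 2 most; the liver and yolk score was lowest in replicate 2 at both stages. In the 10 splits of the pools into 3 against 3, 1 gave as many genes without the block, the real one, and the others gave 0, with at most 1956 genes at an unadjusted p under 0.05. Under the block, 1 of the 4 splits that part all pairs gave as many changed genes, as many higher genes, as many Fig. 4e genes and as many collagen genes, in each case the real one; the others gave 0 changed genes, with at most 1418 at an unadjusted p under 0.05, and the likelihood ratio test called at most 12 in them. So few splits cannot give a share under 0.05. The other splits also put pools of both stages in each group, so the stage difference enters the spread and lowers the calls. Their counts therefore give no estimate of false calls in the real comparison.

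*has2*, *klf2a* and *fn1b* kept their direction in all alternatives run, and, apart from fits with a replicate or pool left out, had an adjusted p under 0.05 in the following. The log2 fold change of *has2* was -0.79 by the likelihood ratio test with and without the block and by the exact test. That of *klf2a* was 1.33 by the likelihood ratio test, 1.33 by DESeq2, 1.3 by the exact test, 1.33 with no filter, 1.45 on the deposited scale and 1.3 by the likelihood ratio test without the block. That of *fn1b* was 2.39 by the likelihood ratio test, 2.39 by DESeq2, 2.38 without the block, 2.51 on the deposited scale without the block, and 2.36 by the exact, quasi-likelihood and likelihood ratio tests without the block. The cause was not tested.

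Collagen genes stayed over-represented in all alternatives, with 3 to 19 members called. Apart from fits with a replicate or pool left out, laminin genes passed with 3 members by the likelihood ratio test, 3 by DESeq2 and 3 on the deposited scale without the block, integrin genes with 6, 7 by DESeq2, 6 by the exact test and 6 by the likelihood ratio test without the block, and intermediate filament genes with 4, 5, 4 and 4 by the same tests and 4 on the deposited scale without the block. The neural set passed with a median of 0.52 at a minimum of 10 counts in every sample. The cause was not tested.

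Across the 9 fits that left out a replicate number, or a single pool without the block, the number of changed genes ran from 53 to 2271, that of higher genes from 50 to 1368 and the Fig. 4e count from 1 to 24. The extremes of the first were without replicate 2 and without replicate 1. The log2 fold change ran from -0.91 to -0.62 for *has2* (adjusted p under 0.05 in 2 of the fits), 0.96 to 1.67 for *klf2a* (in 2) and 1.92 to 2.96 for *fn1b* (in 4). Members called ran from 0 to 3 for laminin, 0 to 9 for integrin and 1 to 6 for intermediate filament genes, over-represented in 2, 2 and 1 of the fits. The medians ran from 0.11 to 2.38 for liver and yolk, 0.17 to 0.42 for neural, -0.97 to -0.31 for myocardium and -0.67 to -0.24 for endocardium; of these sets neural passed in none of the 9 fits, and the other 3 lost the threshold in some. The cartilage, epidermis, skeletal muscle and blood sets passed in all alternatives. Among 15 genes named singly, 54 of 369 alternative values lost the threshold, 40 of them in fits with a replicate left out, and 0 changed direction. The correction for GC content and length was not run, as no genome was used here. After thinning to the smallest library 227 genes were called, 220 of them shared with the 225, so the depth of the larger libraries mattered little to the number.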

Differences from the paper's values

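The paper reports 1,628 genes with an adjusted p under 0.05, and limma with the replicate block gave 225. Of the alternatives fixed before the data were examined, the likelihood ratio test with the block gave 1741, DESeq2 with the block 1496 and the exact test without the block 1642, all within 1.5 times of the paper's number. So were the fit without replicate 1 (2271) and the fit without the block and without 48 hpf replicate 1 (1153). The others were not, with 560 without the block, 346 with no filter, 137 with at least 10 counts in every sample, 225 with TMM, 227 after thinning, 221 with genes above 1% of a library left out, 27 at an adjusted p under 0.01, and from 53 to 775 in the other fits with a replicate or pool left out. The likelihood ratio test without the block, chosen after seeing the values, gave 1755.

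The paper reports 1,076 genes upregulated with a logFC above 1, and limma gave 181. The likelihood ratio test with the block gave 1091, DESeq2 1031 and the exact test 1011, and the fits without replicate 1 and without the block and 48 hpf replicate 1 gave 1368 and 807. The other alternatives fixed before the data were examined did not come within 1.5 times; the likelihood ratio test without the block, chosen after seeing the values, gave 1071.

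The paper lists 31 upregulated genes in the extracellular region term, and limma called 5 of them, all 31 present in the files. The likelihood ratio test with the block called 29, DESeq2 29 and the exact test 25; without replicate 1 the number was 24. The other alternatives fixed before the data were examined did not come within 1.5 times, though the fits without the block (9) and with no filter (6), and some with a replicate or pool left out, called genes that limma did not. So did, chosen after seeing the values, the quasi-likelihood (8) and likelihood ratio (25) tests without the block and the deposited scale without the block (15). Over all alternatives, 30 of the 31 genes were called by at least one, and 1, *cart2*, by none; it was tested only with no filter, where its log2 fold change was 1.94 (adjusted p = 0.361 by limma), against about 4.5 in Fig. 4e, read by eye. The paper also gives *klf2a* as upregulated, *has2* as downregulated and fibronectin1b as significantly upregulated. limma gave adjusted p of 0.0625, 0.112 and 0.0809 in the same directions. *klf2a* passed by the likelihood ratio test, by DESeq2, by the exact test and with no filter, and on the deposited scale and by the likelihood ratio test without the block, both chosen after seeing the values. *has2* passed by the likelihood ratio test with the block, by the exact test and, chosen after seeing the values, by the likelihood ratio test without the block. *fn1b* passed by the likelihood ratio test, DESeq2 and the exact test, without the block, and, chosen after seeing the values, by the quasi-likelihood and likelihood ratio tests without the block and on the deposited scale without the block. *has2* also passed without replicate 1 and without the block and 48 hpf replicate 1, *klf2a* without replicate 1 and without replicate 3, and *fn1b* without replicate 1 and, without the block, without replicate 1 or 3 at 48 hpf or replicate 1 at 56 hpf.

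The log2 fold change of *wisp1b* was about 3.8 in Fig. 4e, read by eye, and 2.87 by limma, where the gene has at most 2 reads in a 48 hpf pool. The likelihood ratio test gave 3.42, DESeq2 3.53 and the exact test 3.62, within the spread of the pairs of about 3.8 in Fig. 4e, as were the fits without replicate 2 (3.23) and without the block and 56 hpf replicate 2 (3.26); the other alternatives fixed before the data were examined did not close the gap. For 30 genes of Fig. 4e tested, the sign was that of the figure in 30 and 1 differed by more than the spread of the pairs. The largest gap, 1.396 for *thbs4b*, was within the wide spread of its pairs, 2.279. Its log2 fold change was 3.696 by limma and 2.253 by the exact test without the block, which was closer to the figure. *apoeb*, *mmp30*, *col11a2* and *igfbp2a* were also closer to the figure by that test, but *papl* and *ntd5* were closer by limma. With the figure read by eye, these values cannot show which fit the paper used.

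The paper gives 31 to 65 M reads generated per sample, and 14.4 to 26.9 M were counted on genes here. The paper's numbers are reads before alignment and counting, so the measures are not the same, and no alternative bears on them.

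The paper reports an enrichment of extracellular matrix terms among upregulated genes. Of the families tested, collagen was over-represented among the higher genes by limma, and laminin and integrin were not; they were by the likelihood ratio test and DESeq2, integrin also by the exact test and, chosen after seeing the values, by the likelihood ratio test without the block, and laminin, chosen likewise, on the deposited scale without the block. With a replicate or pool left out, integrin was without replicate 1, laminin without the block and 48 hpf replicate 3, and both without the block and 48 hpf replicate 1.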

Other observations

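The tests of explanations in this part were chosen after the results were seen.

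Liver and yolk markers differed between the 56 hpf pools. Relative to their mean over the 6 pools, the mean log2 value of the set was 1.6 in replicate 1, -1.91 in replicate 2 and 1.85 in replicate 3 at 56 hpf, and 0.65, -1.77 and -0.41 at 48 hpf. Replicate 2 at 56 hpf was the lowest of its stage for 13 of 14 genes of the set, with a median log2 difference of -3.88 from the mean of replicates 1 and 3. *rbp4* was the exception. Over all genes tested the median difference was 0.022, so the low values are relative to the genes at large. The size factors hold that median near 0, so it cannot test the scaling of that library. The carry-over of yolk or liver at dissection may differ between pools; no biological explanation was tested, as the pools share a stage. *apoa1a* of Fig. 4e followed this pattern, with 18816, 1197 and 14129.6 normalized counts in replicates 1, 2 and 3 at 56 hpf.

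A hypothesis tested for *fn1b* was that its rise reflects the amount of other tissue in the pools. Its pools and the epidermis score rank alike at 48 hpf, with the score 0.04, -0.56 and -1.31 in replicates 1, 2 and 3, and at 56 hpf, with 0.10, 0.86 and 0.86, where replicates 2 and 3 are close to a tie. With that score subtracted at a slope of 1, *fn1b* was higher in each 56 hpf pool than in each 48 hpf pool, by at least 0.84 on the log2 scale, and the difference of the stage means fell from 2.38 to 1.16, a fall as large as the stage difference of the score itself. With the liver and yolk score subtracted the stages overlapped (lowest 56 hpf pool minus highest 48 hpf pool, -1.42), but that score itself ran from -1.91 to 1.85 between pools. Both outcomes follow from scores already known and an assumed slope, so neither shows whether other tissue contributed. Replicate 2 at 56 hpf, with the lowest liver and yolk score of the 6 pools, had more *fn1b* than every 48 hpf pool. Whether *fn1b* rose in the cells of the heart cannot be told from pooled RNA.

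Heart genes were lower at 56 hpf relative to the genes at large in the median, but not in the replicate 1 pair. The median log2 fold change was -0.56 in the myocardium set (camera adjusted p = 0.00267 with limma, 14 of 16 genes lower) and -0.46 in the endocardium set (adjusted p = 0.0169, 12 of 14 lower); *klf2a* is one of the 2 endocardium genes that were higher. In the neural set the median was 0.26 (adjusted p = 0.157). The myocardium score was -0.60 in replicate 1 at 48 hpf and 0.29 and 0.82 in replicates 2 and 3, and -0.07, -0.18 and -0.24 at 56 hpf. The endocardium score was -0.31, 0.26 and 0.58 at 48 hpf and -0.12, -0.22 and -0.18 at 56 hpf. Both scores rose in replicate 1 and fell in replicates 2 and 3.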
